# Shengyu decoction ameliorates knee osteoarthritis by inhibiting endoplasmic reticulum stress via Piezo1 channels

**DOI:** 10.3389/fphar.2025.1592818

**Published:** 2025-07-14

**Authors:** Xuyu Song, Ying Liu, Xianhui Shen, Lei Zhang, Hongwei Kong, Siyi Chen, Lisong Sheng, Rong Sun

**Keywords:** shengyu decoction, knee osteoarthritis, traditional Chinese medicine, endoplasmic reticulum stress, Piezo1

## Abstract

**Background:**

Shengyu decoction (SYD) is a classic and excellent prescription of traditional Chinese medicine (TCM). The innovative use of SYD by Chinese medical master Prof. Qi Shi in the treatment of knee osteoarthritis (KOA) has achieved considerable clinical outcomes. However, the current weakness is the lack of studies on the active ingredients and mechanisms of SYD.

**Purpose:**

To evaluate the role of SYD in reducing KOA cartilage damage as well as to explore the active ingredients and mechanisms of SYD.

**Methods:**

The KOA rat model and chondrocyte model were established. This study employed various molecular biology techniques to clarify the role of SYD *in vivo* and *in vitro*. The active ingredients and mechanisms of SYD were analyzed through ultra-high-performance liquid chromatography–quadrupole time-of-flight mass spectrometry (UPLC-Q-TOF-MS), RNA sequencing, molecular docking, and surface plasmon resonance (SPR). Finally, rescue experiments were conducted to verify the mechanisms.

**Results:**

The results revealed that SYD could significantly reduce cartilage tissue lesions, inhibit inflammation, and regulate proliferation–apoptosis balance. Transcriptome analysis showed an increase in the expressions of Piezo1, Xbp1, and Atf6 in KOA, and SYD downregulated them. UPLC-Q-TOF-MS analysis revealed four bioactive compounds of SYD, which were further confirmed to directly interact with Piezo1 through molecular docking and SPR assays. Furthermore, SYD downregulated the calcium ion concentration and the intensity of Piezo1 and ERS. Meanwhile, in the rescue experiment, Yoda1, the agonist of Piezo1, antagonized the pharmacological effects of SYD.

**Conclusion:**

The present results provide strong evidence that SYD protected articular cartilage via inhibiting the Piezo1-mediated ERS signaling pathway. Overall, our work emphasizes the pivotal role of TCM in addressing medical challenges and provides new ideas for the treatment of KOA.

## Introduction

Knee osteoarthritis (KOA) is a degenerative, chronic joint disease that mainly leads to progressive lesions of cartilage, subchondral bone, and the surrounding synovium (Jang et al., 2021). The most common KOA risk factors are aging, genetic predisposition, and obesity (Giorgino et al., 2023). Nearly 30% of individuals aged >45 years have radiographic manifestations of KOA, and approximately half of them present with knee-related issues (Katz et al., 2021). In general, in the absence of any contraindications, supplementation with topical or oral nonsteroidal anti-inflammatory drugs (NSAIDs) is strongly recommended as the first-line treatment of KOA (Richard et al., 2023). However, non-selective oral NSAIDs have toxicity involving the alimentary, circulatory, and urinary systems. Intra-articular injections of steroids, hyaluronic acids (HA), and platelet-rich plasma (PRP) are also important approaches (Burchard et al., 2019). However, this treatment cannot reverse or repair damaged cartilage. Joint replacement surgery is the only option to improve patients’ quality of life in end-stage KOA when the results of conventional symptomatic treatment are dissatisfactory (Primorac et al., 2020). As a chronic condition with pain as the primary symptom, KOA remains a challenge to treat.

Traditional Chinese medicine (TCM) has a long history of treating KOA. Shengyu decoction (SYD) is a classic and excellent prescription containing seven botanical drugs, namely, *Angelica sinensis* (Oliv.) Diels (*Apiaceae; Angelicae sinensis radix*), Paeonia lactiflora Pall (*Paeoniaceae; Paeoniae radix alba*), *Conioselinum anthriscoides* ‘Chuanxiong’ (*Apiaceae; Chuanxiong rhizoma*), Rehmannia glutinosa (Gaertn.) Libosch. ex DC (*Orobanchaceae; Rehmanniae radix praeparata*), *Bupleurum chinense* DC (*Apiaceae; Bupleuri radix*), *Panax ginseng* C.A.Mey (*Araliaceae; Ginseng radix et rhizoma*), and *Astragalus mongholicus* Bunge (*Fabaceae; Astragali radix*). In TCM theory, SYD focused the whole treatment on qi and blood harmony through “Shaoyang reconciliation,” which yielded remarkable outcomes in KOA treatment.

In clinical trials, Prof. Qi Shi (Yong et al., 2017), a Chinese medical master, and other scholars (Pei-jie et al., 2024) applied SYD to treat KOA and demonstrated remarkable clinical efficacy. Meanwhile, modern pharmacological research has also revealed the potential anti-inflammatory effects of SYD (Zhao et al., 2014). However, there is a lack of reports on basic research; as a result, its substances and mechanisms remain unclear.

Piezo1, a mechanosensitive ion channel expressed by nonsensory tissues, can sense various mechanical loads, including static pressure, shear stress, and membrane stretch (Wang et al., 2020). Piezo-mediated mechanical transduction has been identified as a key regulator connecting the extracellular physical environment with different signal transduction cascades (Lai et al., 2022). Piezo1 is located in the endoplasmic reticulum and cytoplasmic compartments as well as in the nuclear membrane near the cell nucleus (Liu et al., 2022). Due to its inherent mechanical sensitivity, it responds directly to physical forces upon reorganization into lipid bilayers or membrane vesicles. A series of recent studies have demonstrated that the mechanically activated nonspecific cationic channel Piezo1 is involved in many physiological and pathological processes and that it responds to mechanical stress (Cai et al., 2023; Peng et al., 2022). Mechanical injury is a reason for inflammation that runs through the entire disease (Tang et al., 2023). Piezo1 channels act as sensors to convert various mechanical loads to biochemical signals that affect biological processes such as cell proliferation, migration, apoptosis, and vascular remodeling (Shinge et al., 2022). It has been suggested that Piezo1 displayed a positive regulatory role in the inflammation of macrophages (Atcha et al., 2021). In the bone, Piezo1 activates Hippo signaling to enhance the osteogenic effect of mechanical load (Chen et al., 2023a). Li et al. (2019) demonstrated that Piezo1 is a channel through which mechanosensitive ion osteoblasts react to mechanical stress and that it is a new target for treatment. However, the role and the underlying mechanisms of Piezo1 in KOA remain poorly understood.

In this study, we aimed to explore the therapeutic efficiency and mechanisms of SYD on KOA. By constructing *in vivo* and *in vitro* KOA models, KOA-related phenotypes were detected. Furthermore, the components in the drug-containing serum were analyzed through ultra-high-performance liquid chromatography–quadrupole time-of-flight mass spectrometry (UPLC-Q-TOF-MS) technology. RNA sequencing, molecular docking, and surface plasmon resonance (SPR) experiments were then used to predict its potential mechanisms. Finally, rescue experiments were conducted to verify the specific mechanisms through which SYD mediates Piezo1 in the treatment of KOA.

## Materials and methods

### Preparation of SYD

SYD was made up of seven certified commercial Chinese medicinal botanical drugs, namely, *Angelica sinensis* (Oliv.) Diels (*Apiaceae; A. sinensis radix*), *Paeonia lactiflora* Pall (*Paeoniaceae; P. radix alba*), *Conioselinum anthriscoides* ‘Chuanxiong’ (*Apiaceae; C. rhizoma*), *Rehmannia glutinosa* (Gaertn.) Libosch. ex DC (*Orobanchaceae; R. radix praeparata*), *Bupleurum chinense* DC (*Apiaceae; B. radix*), *Panax ginseng* C.A.Mey (*Araliaceae; Ginseng radix et rhizoma*), and *Astragalus mongholicus* Bunge (*Fabaceae; A. radix*). All the botanical drugs were validated taxonomically and checked with the Medicinal Plant Names Services (http://mpns.kew.org/mpns-portal/). The botanical drugs above were purchased from Efang Pharmaceutical Group (Foshan, Guangdong, China, Lot No. A2060271) and passed internal quality control administered by the National Medical Products Administration (China). They were identified by Prof. Qingmei Guo from the Department of Pharmacognosy (Shandong University of Traditional Chinese medicine, China). All botanical drugs were commercially cultivated and processed traditionally according to pharmacopeia standards, with no special processing methods employed. The voucher specimens were deposited in the constant temperature and humidity chamber at our laboratory of the Institute of Basic Medicine, the Second Hospital of Shandong University (Jinan, China).

We adopted the water extraction and alcohol precipitation method for extraction and concentration. The optimized protocol below effectively removes polysaccharides and proteins. The botanical drugs were subjected to water extraction by refluxing with 10 volumes (v/w) of water for 1 h after 30 min of soaking, and this extraction process was repeated twice to ensure exhaustive extraction. Then, combined aqueous extracts were filtered and concentrated to a density of 1 g crude botanical drugs per mL. For ethanol precipitation, pharmaceutical-grade ethanol was gradually added to the concentrated extract until reaching a final concentration of 70% (v/v), followed by overnight storage at 4°C. The supernatant was subsequently collected, and the final extraction yield was calculated to be 2.5%.

### Animals

Thirty-six male Sprague–Dawley (SD) rats (8 weeks old, 280–330 g) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. China (Certificate No. SCXK (Beijing) 2021-0011). The rats were raised at 22°C ± 2°C and 50%–60% humidity under a 12-h light and dark cycle. The rats were allowed free access to standard food and sterile water. Animal studies were approved by the Research Ethics Committee of the Second Hospital of Shandong University (License number: KYLL2024768).

KOA rat models were established with the modified Hulth method (Song et al., 2024). After anesthesia with an intraperitoneal injection of pentobarbital sodium, the rats were placed on the fixed table with supine immobilization, and hair was removed from the left knee. Under sterile conditions, the longitudinal incision on the medial side of the left knee joint was approximately 2 cm in length. The knee joint was dislocated in an extended position and exposed in a flexion position. Then, the medial collateral ligament and anterior cruciate ligament were excised, the medial meniscus was removed, and the joint instability model was established. Based on our prior X-ray evidence, daily forced activity (30 min/day, 4 weeks post-surgery) reliably induced the KOA model (Song et al., 2020). Hence, the same protocol was employed in our study.

The rats were randomly divided into six groups based on a table of random numbers in parallel, including the control group of rats treated only with joint capsule opening and suturing and the model group of rats treated with the modified Hulth method. After calculating based on the administration dosage between humans and rats with the Meeh–Rubner formula, the SYD-L/M/H group of rats received 130.5 mg/kg, 261 mg/kg, or 522 mg/kg extract of SYD. Additionally, based on our previous experience with traditional Chinese herbal compound studies, a 4-week gavage intervention constitutes one treatment cycle. Therefore, tissue samples were collected after 4 weeks of intragastric administration of SYD after KOA modeling (Song et al., 2020). The CXB group of rats received 18 mg/kg CXB (Pfizer Pharmaceuticals Limited, Dalian, China) (Zhao et al., 2025) via intra-articular injection weekly after KOA modeling for 4 weeks (Wu et al., 2024). Rats were sacrificed, and samples were collected at 8 weeks after the surgery.

### Histopathological examination and immunohistochemistry

The specimens of cartilage were fixed in paraformaldehyde and decalcified in EDTA. After dehydration, tissues were fixed in paraffin wax and cut into 10-μm sections. Sections were stained with hematoxylin and eosin (HE) and safranin O-fast green. The Osteoarthritis Research Society International (OARSI) and Mankin scoring system were used to assess the severity of cartilage lesions.

For antigen extraction, slices are treated with citric acid, boiled 5–10 min in a pressure cooker, and then left in 3% H_2_O_2_ for 15 min. The sections were then blocked with goat serum (Servicebio, Wuhan, China) at room temperature for 30 min and incubated with primary antibodies, including aggrecan (Immunoway, YC0042, 1:200), MMP13 (Immunoway, YT2796, 1:200), Col2a1 (Affinity, AF0135, 1:100), Piezo1 (Proteintech, 15,939-1AP, 1:300), ATF6 (Proteintech, 24169-1-AP, 1:100), and XBP1s (Proteintech, 24868-1-AP, 1:300), at 4°C overnight. Then, the slices were incubated with the corresponding secondary antibody at normal temperature for 1 h. Finally, the sections were observed under a digital pathology scanner (NanoZoomer, Shizuoka-ken, Japan).

### Enzyme-linked immunosorbent assay (ELISA)

Blood samples from each group were collected from the heart apex, and the serum was prepared in a centrifuge (3,000 rpm, 15 min, 4°C). IL-1β and TNF-α in serum were measured using a rat IL-1β ELISA Kit (Servicebio, Wuhan, China) and a rat TNF-α ELISA Kit (Servicebio, Wuhan, China), respectively, according to the manual provided by the manufacturers.

### Isolation, culture, and treatment of primary rat chondrocytes

Using the knee joint cartilage of 4-day-old SD rats, trypsin and type II collagenase were used for digestion to obtain primary chondrocytes from rats. Primary chondrocytes were cultured using complete medium (CM) (Gibco, Massachusetts, United States) and intervened according to the following plan. The control group was cultured in ordinary CM, while the model group was cultured in CM with 25 ng/mL IL-1β (Peprotech, Rocky Hill, United States) for 24 h. The SYD-L/M/H group received different concentrations of SYD intervention on the basis of modeling, including 0.625 mg/mL, 1.25 mg/mL, and 2.5 mg/mL. The CXB group was cultured in ordinary CM with 10 μM CXB (Iimoto et al., 2005) (Pfizer Pharmaceuticals Limited, Dalian, China) for 24 h after IL-1β modeling (Wu et al., 2024). In the rescue experiment, the SYD-H + Yoda1 group was combined with 5 μM Yoda1 (Glpbio, Montclair, United States) intervention on the basis of the SYD-H intervention. The SYD-H + Yoda1 + 4-PBA group received an additional 5 mM 4-PBA (Lin et al., 2015) treatment based on the aforementioned interventions.

We used toluidine blue staining to identify whether the cells were chondrocytes. First, the cell culture medium of each group was discarded and washed three times with PBS. Then, the cells were incubated with toluidine blue staining (Servicebio, Wuhan, China) for 2 min and rinsed with PBS immediately. Finally, the cells were observed and photographed under a microscope (200×).

### Western blotting and qPCR

Total protein was collected from each group of cell samples using a Column Tissue and Cell Protein Extraction Kit (Epizyme, Shanghai, China), and the concentration of protein was detected by a BCA Kit (Vazyme, Nanjing, China). The protein samples above were separated on an SDS-PAGE gel after denaturation at 95°C and finally transferred to the PVDF membrane (MilliporeSigma, Burlington, United States) activated by methanol. After being blocked with non-fat milk at room temperature, the membranes were incubated with primary antibodies, including aggrecan (Immunoway, YC0042, 1:1000), MMP13 (Immunoway, YT2796, 1:1,000), Col2a1 (Affinity, AF0135, 1:2000), Piezo1 (Proteintech, 15,939–1-1AP, 1:500), ATF6 (Proteintech, 24169-1-AP, 1:3000), and XBP1s (Proteintech, 24868-1-AP, 1:5000), overnight at 4°C. Then, the membranes were incubated with the corresponding secondary antibody at 4°C for 2 h. Finally, the membranes were detected with a chemiluminescence image analysis system (Tanon, Shanghai, China). The data were analyzed with ImageJ. GAPDH (Proteintech, 10494-1-AP, 1:10000) and β-Tubulin (Proteintech, 10068-1-AP, 1:1,000) were used as loading controls.

The total RNA of each group was extracted using Column Tissue and a Cell RNA Extraction Kit (Vazyme Biotech, Nanjing, China). Then, the cDNA was synthesized with HiScript III RT SuperMix for qPCR Kit (Vazyme Biotech, Nanjing, China). Finally, qPCR was carried out with LightCycler Real-Time system and SuperReal PreMix Plus (Vazyme Biotech, Beijing, China). The primer sequences of relevant genes are in Supplementary Table S1. All target genes were standardized using GAPDH and statistically analyzed using the 2^−△△Ct^ method.

### CCK8, EdU staining, and TUNEL staining

Chondrocytes were inoculated into a 96-well plate and intervened according to the experimental plan. After removing the culture medium of each group, 10 uL CCK8 solution (Vazyme Biotech, Nanjing, China) was added and incubated for 4 h. The absorbance value at 450 nm was detected using an ELISA analyzer (Thermo Fisher, Massachusetts, United States).

Cell viability was detected using EdU staining (Beyotime, Beijing, China). In brief, after the intervention of each group, the culture medium was removed, and 2x EdU reagent was added and incubated for 4 h. Then, 4% paraformaldehyde was added for fixation. Finally, click additive solution and Hoechst 33342 were used and incubated separately for 30 min, followed by observation and photography under a fluorescence microscope (Carl Zeiss, Jena, Germany).

Cell apoptosis was detected using TUNEL staining (Beyotime, Beijing, China). In brief, after using 0.3% Triton-X to intervene in chondrocytes, TUNEL reagent was added and incubated for 60 min at room temperature. Then, the DAPI solution was incubated for 30 min, followed by observation and photography under a fluorescence microscope (Carl Zeiss, Jena, Germany).

### Fluo 3, AM

Fluo-3, AM (Solarbio, Beijing, China), a calcium fluorescent probe, was used for detecting intracellular calcium ion concentration. Each group of chondrocytes was incubated in a 2 μM Fluo-3, AM working solution prepared with DMSO and HBSS for 60 min at 37°C. After removing the above solution, HBSS containing fetal bovine serum was added and incubated for 30 min. Furthermore, the samples were observed and photographed under a confocal laser microscope (Carl Zeiss, Jena, Germany).

### Preparation of drug-containing serum

Six 8-week-old SD rats were fasted and randomly divided into two groups. The rats of the SYD group were given 522 mg/kg/d of SYD by gavage, while the rats of the blank group were free to drink water. After 3 days of intervention, blood was collected and centrifuged to obtain the drug-containing serum for detection.

### UPLC-Q-TOF-MS

The serum above was dissolved in five times its volume of methanol and centrifuged at 12,800 rpm to obtain the supernatant. After repeating the steps three times, the supernatant was retained and diluted with acetonitrile to 10 mg/mL for UPLC-Q-TOF-MS detection. Mass spectrometry detection adopted positive and negative ion scanning modes and adjusted the scan range over 150–1,500. The specific conditions are as follows: spray voltage 3,500(+)/2,800(−), capillary temperature 370°C, and shear gas 50 arb. Liquid chromatograph detection was performed using an ACCUCORE C18 chromatography column (Thermo Fisher, Massachusetts, United States), with acetonitrile A-0.1% formic acid aqueous solution B as the mobile phase. The column temperature was 35°C. The injection volume was 3 μL, and gradient elution was used. The specific parameters are 0–5 min 5%A to 10%A, 5–11 min, 10%A to 28%A, 11–18 min 28%A to 48%A, 18–20 min 48%A to 70%A, and 20–22 min 70%A to 100%A, 0.4 mL/min.

### RNA sequencing and bioinformatics analysis

Cartilage tissues of the control and model groups were selected for RNA sequencing (Agilent 2100 bioanalyzer, Agilent Technologies, CA, United States) with the assistance of Novogene Co., Ltd (Beijing, China). We identified differentially expressed genes with p-value <0.05 and |Log_2_ Fold Change| > 1 as the screening criteria. GO gene functional analysis and KEGG pathway enrichment analysis were performed using the Metascape online platform (http://metascape.org/), and bar charts were drawn for the results.

### Molecular docking and surface plasmon resonance (SPR) analysis

Quercetin, naringin, saikosaponin D, and saikosaponin C were selected from the relevant active ingredients of SYD for molecular docking with Piezo1. The PDB database (https://www1.rcsb.org/) was used to search for the structure of Piezo1, while the PubChem database (https://pubchem.ncbi.nlm.nih.gov/) was used to search for the structure of the active substances. PyMOL 2.3.0 and Chem 3D software programs were used to remove water molecules and optimize molecular mechanics for the optimal conformation of all molecules. Then, Auto Dock Vina v.1.2.0 was used for molecular docking simulations of the target proteins and ligands.

The interaction between compounds and the target protein was quantitatively measured in SPR using the BIACORE T200 system (GE Healthcare Life Sciences, United States). The Piezo1 protein sample (Ipodix, Wuhan, China, PA 2000-5149) was fixed directly onto the carboxymethyl 5 (CM5) sensor chip, and the protein fixation parameters were set to 30 μg/mL, pH 4.5, flow rate 10 μL/min, 25°C. Subsequently, ethylamine was used to block the chip. Different concentrations of small-molecule compounds, including saikosaponin D (RENI, Chengdu, China, TC0175, purity: 99%) and quercetin (RENI, Chengdu, China, TC0717, purity: 99%), were used as analytes, and multi-cycle kinetic detection was employed. The compounds were continuously diluted (0.19–200 μM, 1% DMSO), followed by a flow rate of 30 μL/min for 60 s (binding stage), and then separated at 25°C for 90 s (separation time). The obtained data were analyzed using Biacore T200 software.

### Statistical analyses

The data are reported as mean ± SD (standard deviation) by the SPSS 22.0 software package (San Francisco, United States). One-way analysis of variance (ANOVA) was used to compare three or more groups to assess the significance of differences. The independent-sample T-test was used to compare the differences between the two groups. A p-value <0.05 was considered statistically significant.

## Results

### SYD alleviated cartilage lesions in KOA rats

In order to investigate the efficacy of SYD in ameliorating cartilage lesions on KOA, we first designed appropriate animal experiments. As shown in Figure 1A, the experimental rats were randomly divided into six groups. By adopting the modified Hulth method for KOA modeling and administering different concentrations of SYD by gavage, we used CXB as a positive control. Safranin O-fast green staining and HE staining were performed to evaluate the morphology and structure of cartilage directly, as shown in Figures 1B,C. When compared with the control rats, the model rats showed severe cartilage damage, including erosion, peeling, and huge fissures deep into the subchondral bone, which made it difficult to distinguish the tide line. We found that the joint damage in the three SYD groups was less severe than the damage in the model group. In addition, with an increase in the SYD dose, the surface of the joint cartilage gradually became smoother, with less peeling and shallower cracks, and the tide line became clearer. Notably, the situation of the CXB group was similar to that of the SYD-H group.

**FIGURE 1:**
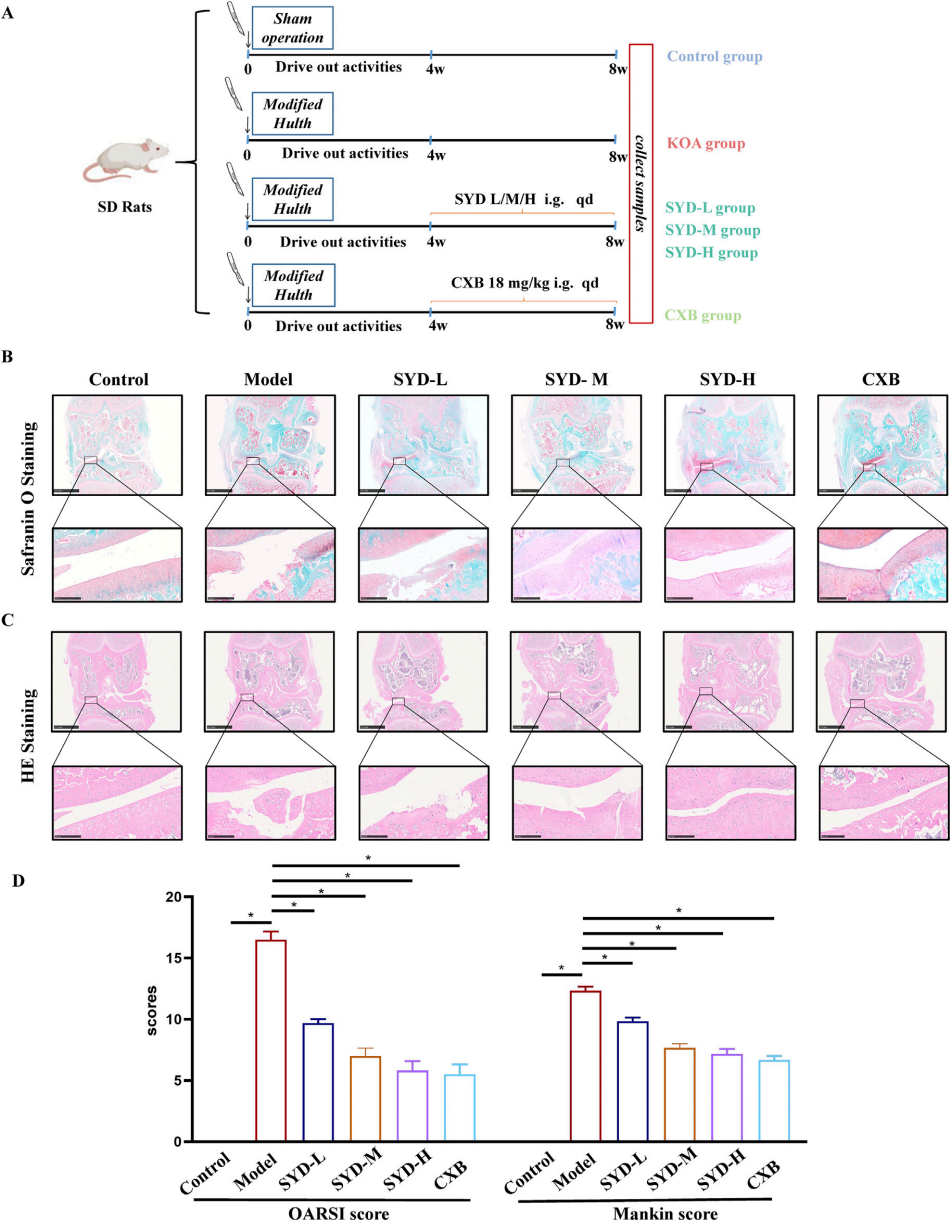
SYD alleviated cartilage lesions in KOA rats. **(A)** Schematic diagram illustrating the animal experiment. **(B, C)** Representative cartilage images of each group with safranin O and HE staining. Scale bar: 2.5 mm and 250 μm. **(D)** Two types of rating quantification for the images shown (N = 3). *p < 0.05.

The Osteoarthritis Research Society International (OARSI) score and Mankin score were applied to quantitatively evaluate the cartilage damage in each group, and the scores were found to positively correlate with the severity of the lesions. As shown in Figure 1D, the scores of the model group were significantly higher than those of the control group, indicating successful modeling. Meanwhile, the SYD group displayed a dose-dependent decrease in scores (p < 0.05). In addition, the scores of the CXB group were similar to those of the SYD-H group (p > 0.05).

### SYD inhibited inflammation and cartilage degeneration in KOA rats

The levels of IL-1β and TNF-α in the serum were induced in response to the inflammatory state of the body and measured by ELISA to reflect the anti-inflammatory effect of SYD (Figures 2A,B). When compared with the control group, the expressions of IL-1β and TNF-α in the model group were significantly increased, which indicated a severe inflammatory response during the KOA process. As the dosage of SYD increased, the expressions of IL-1β and TNF-α gradually decreased, which indicated a dose-dependent inhibition of the inflammatory response by SYD. Notably, CXB had the best effect in reducing IL-1β, albeit the downregulation of TNF-α was not as effective as that of SYD-H.

**FIGURE 2:**
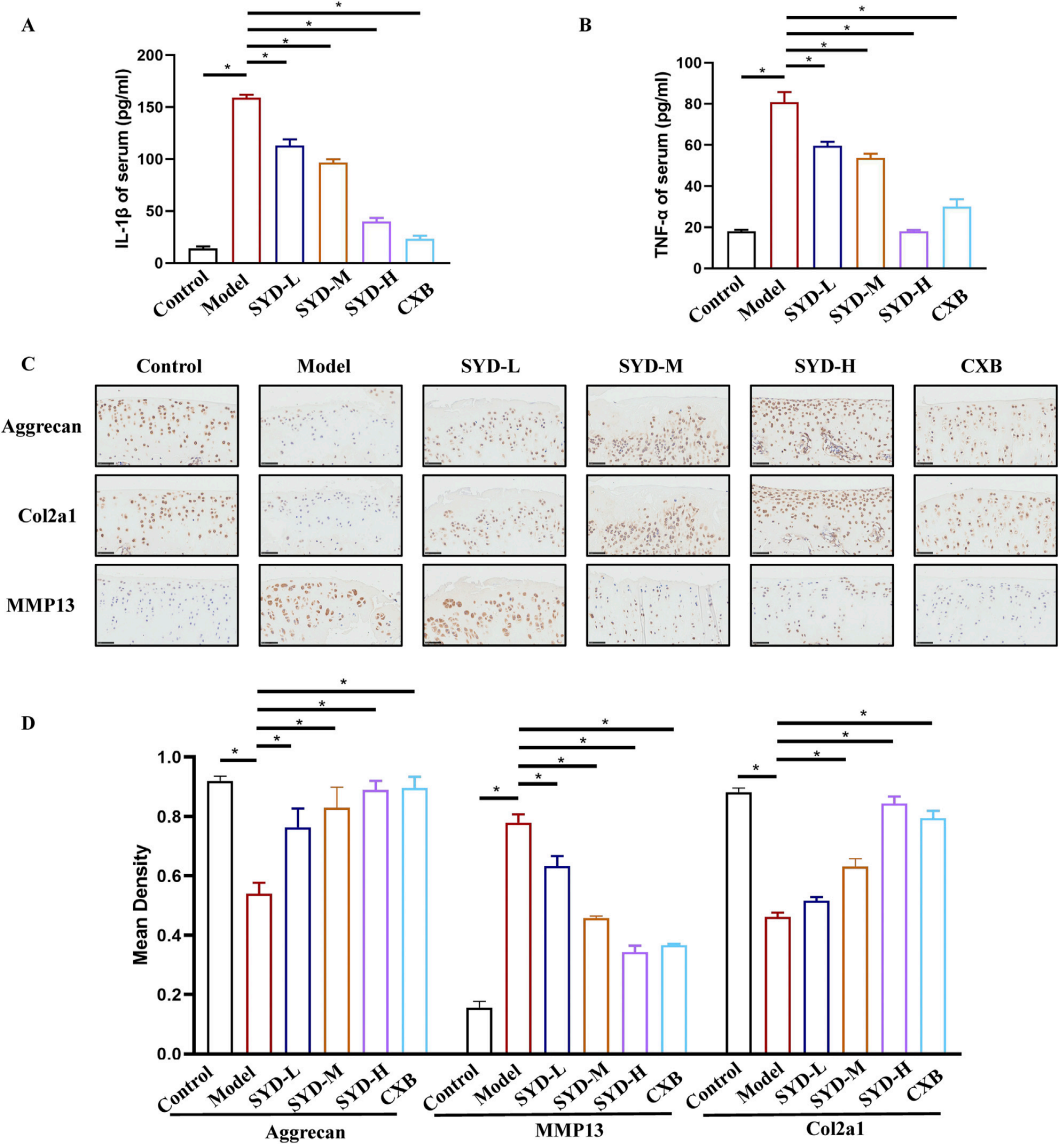
SYD inhibited inflammation and cartilage degeneration in KOA rats. **(A,B)** The levels of IL-1β and TNF-α in serum (N = 3). **(C)** IHC staining for proteins related to cartilage degeneration in the cartilage of different groups. Scale bar: 50 μm. *p < 0.05 **(D)** The quantitative analysis of IHC.

Immunohistochemistry (IHC) was carried out to detect the changes in proteins in relation to cartilage degeneration. In Figure 2C, when compared to the control group, the expressions of aggrecan and Col2a1 in the model group were significantly downregulated, while the expression of MMP13 was increased, indicating severe cartilage degeneration in this group. After the SYD intervention, the expressions of aggrecan and Col2a1 became positively correlated with the dosage of SYD, while the opposite was true for MMP13. Thus, the situation of the CXB group seemed similar to that of the SYD-H group. The quantitative analysis of IHC is shown in Figure 2D.

### SYD promoted proliferation while inhibiting apoptosis *in vitro*

We first identified the isolated primary cells (Figure 3A), which had a polygonal or spindle-shaped morphology and were stained purple-red with toluidine blue. The cell morphology of the model group was consistent with that of the control group, albeit the density was lower in the former. As such, all the cells were identified as rat chondrocytes.

**FIGURE 3:**
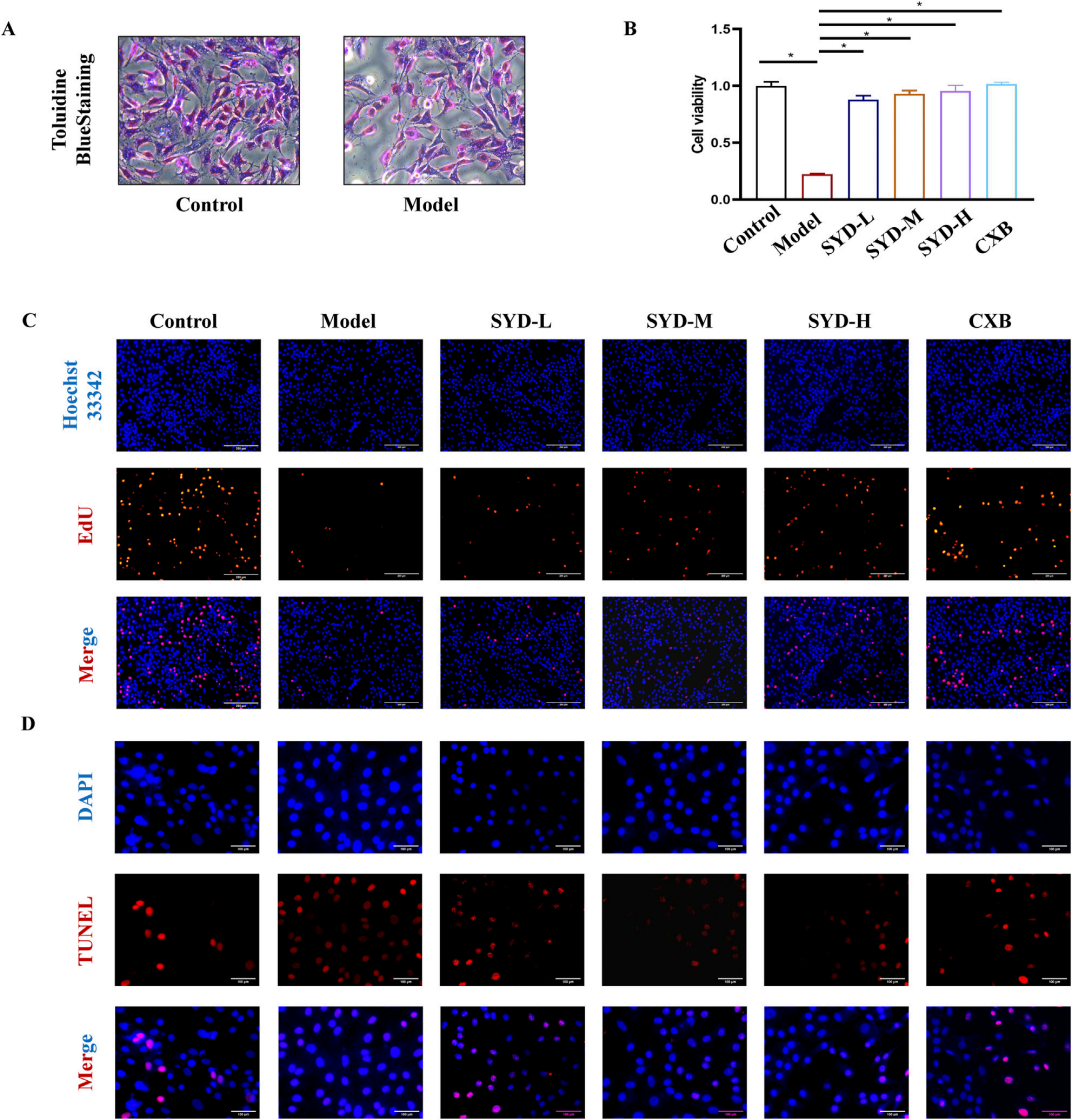
SYD promoted cell viability and proliferation *in vitro*. **(A)** Identification of chondrocytes with toluidine blue staining (200×). **(B)** Cell viability detection with CCK8 (N = 4). **(C)** Cell proliferation detection with EdU staining. Scale bar: 200 μm. *p < 0.05. **(D)** TUNEL staining for detecting the levels of apoptosis. Scale bar: 100 μm.

Figures 3B,C show the results of the CCK8 assay and EdU staining performed to explore cell viability and proliferation, respectively. When compared with the control group after the IL-1β modeling intervention, cell viability and the number of positive cells labeled with EdU significantly decreased. As the dosage of SYD increased, cell viability and the number of proliferating cells also increased significantly. Simultaneously, CXB demonstrated excellent cell proliferation-promoting effects in the CCK8 assay and EdU staining.

Notably, chondrocyte apoptosis was an important part of cartilage degeneration; therefore, TUNEL staining was carried out to detect the degree of apoptosis (Figure 3D). The marked feature of the model group was a significant increase in the labeled apoptotic cells. After an intervention with SYD, apoptotic cells displayed a dose-dependent decrease.

### SYD inhibited cartilage degeneration *in vitro*

The levels of genes related to cartilage degeneration displayed a protective effect of SYD *in vitro*, as shown in Figures 4A–D. Western blotting analysis revealed that the expressions of the model group of Aggrecan and Col2a1 were significantly downregulated when compared to that in the control group, while the level of MMP13 was significantly upregulated. SYD treatment significantly increased aggrecan and Col2a1 expressions and downregulated the MMP13 expression, both indicating a dose-dependent effect. At the same time, the effect of CXB was similar to that of SYD-H. qPCR detection of the mRNA expressions of the abovementioned genes confirmed the results of Western blotting (Figure 4E).

**FIGURE 4:**
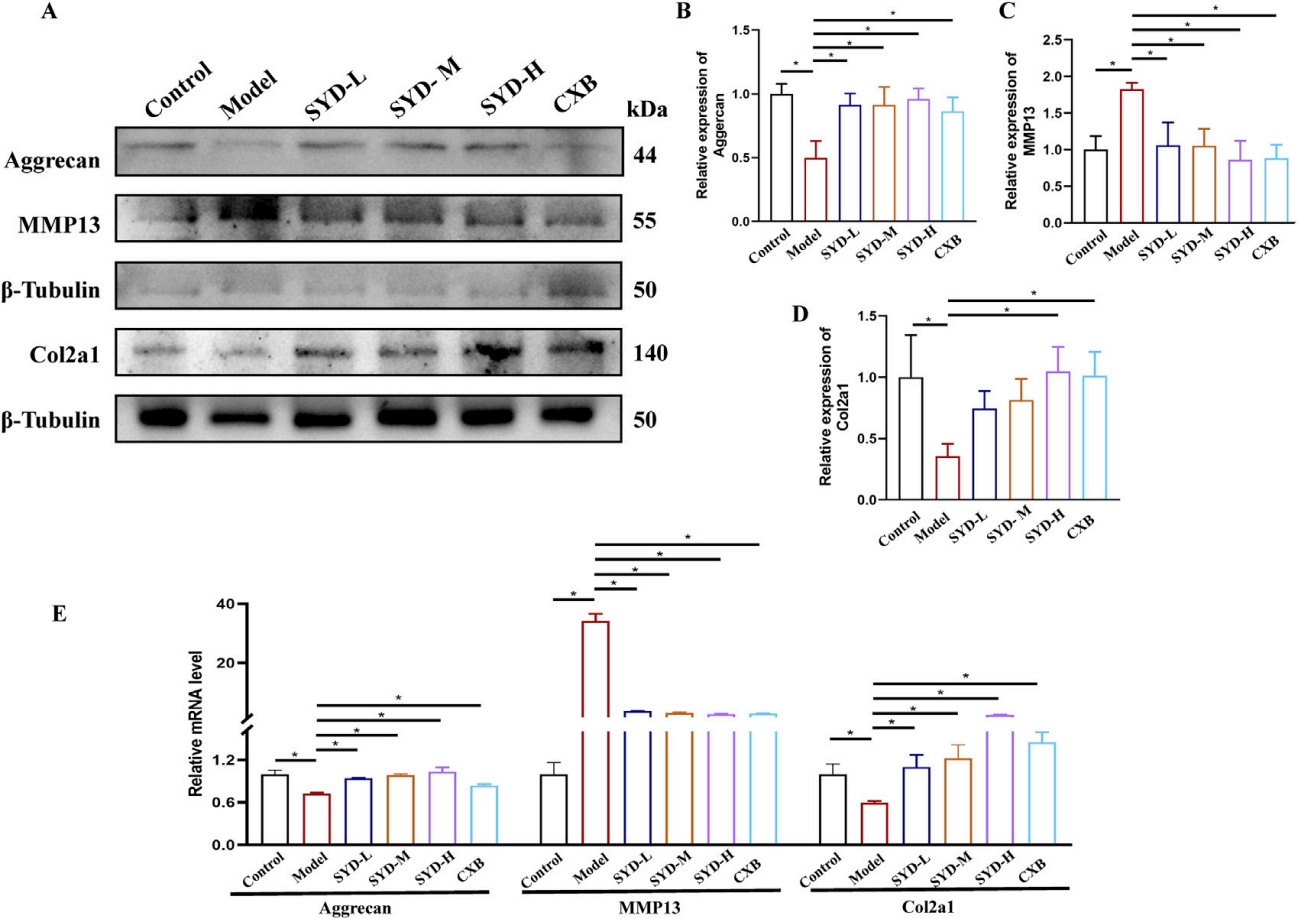
SYD inhibited apoptosis and cartilage degeneration *in vitro*. **(A–D)** Representative blot images and quantitative analysis of aggrecan, MMP13, and Col2a1 in Western blotting (N = 3). **(E)** The mRNA expressions of aggrecan, MMP13, and Col2a1 were detected by qPCR. (N = 3–4) *p < 0.05.

### Piezo1-regulated Ca^2+^ concentration and ERS may play a key role in KOA and SYD

RNA sequencing was performed to reveal the changes among the control, model, and SYD-H group in depth. 

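The paper and the labels give cartilage as the sequenced material, from 3 groups of rats, with 3 libraries per group. KOA was induced in the model group by the modified Hulth method, which excises knee ligaments and removes the medial meniscus to destabilize the joint. In the control group, the joint capsule was only opened and sutured. Rats of the SYD-H group had the same surgery as the model group and then received the extract of SYD at 522 mg/kg for 4 weeks, and tissue was collected 8 weeks after surgery. The labels of the treated libraries carry no dose, which was taken from the paper, whose Methods name only the control and model groups for sequencing. The labels give cartilage as the tissue, whereas their description of RNA extraction mentions retina.
The authors deposited FPKM values (fragments scaled by gene length and by an effective library size) for 32043 genes. The paper's text names no aligner, gene annotation, or genome build. In every library, FPKM multiplied by gene length was a whole multiple of one step for 100% of the values above 0, so the number of reads on each gene could be recovered. The recovered reads summed to 14914121, 16935437, and 18107232 in the control libraries (median 16935437). They summed to 18815977, 18357981, and 19360723 in the model libraries (median 18815977) and to 16139834, 19510537, and 18896672 in the SYD-H libraries (median 18896672). The authors' effective library size was between 0.193 times (model library 1) and 2.18 times (control library 3) the recovered reads, because they had also scaled the libraries against each other. Their factors equalled a median-of-ratios scaling to within 0.001% and differed from a trimmed-mean scaling by up to 11.5%.
Reads on the 37 mitochondrial genes made up 4.33% ± 0.458 (SD, n = 3) of the reads in the control group, 70.5% ± 27.3 (SD, n = 3) in the model group, and 43.7% ± 25.7 (SD, n = 3) in the SYD-H group. The shares of the model and SYD-H libraries lay above those of the control libraries (exact permutation test, two-sided, p = 0.1 for each comparison, the smallest p that 3 libraries against 3 allow). The model and SYD-H shares overlapped (exact permutation test, two-sided, p = 0.2). Without model library 2, the mean share of the model group was 86.0%, and without SYD-H library 3 that of the SYD-H group was 29.2%. The reads left on other genes numbered 14306782 to 17373645 in the control libraries, 1744769 to 11106680 in the model libraries, and 5153851 to 12745818 in the SYD-H libraries.
For each comparison, limma was fitted to log2(FPKM + 1) in the 6 libraries compared, over the 13898 genes with a mean FPKM of at least 0.5 across the 9 libraries. A log2 fold change on this scale understates the change of genes with low FPKM. DEGs were called with the paper's criteria, an unadjusted p-value under 0.05 and an absolute log2 fold change over 1.

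**Figure D1:**
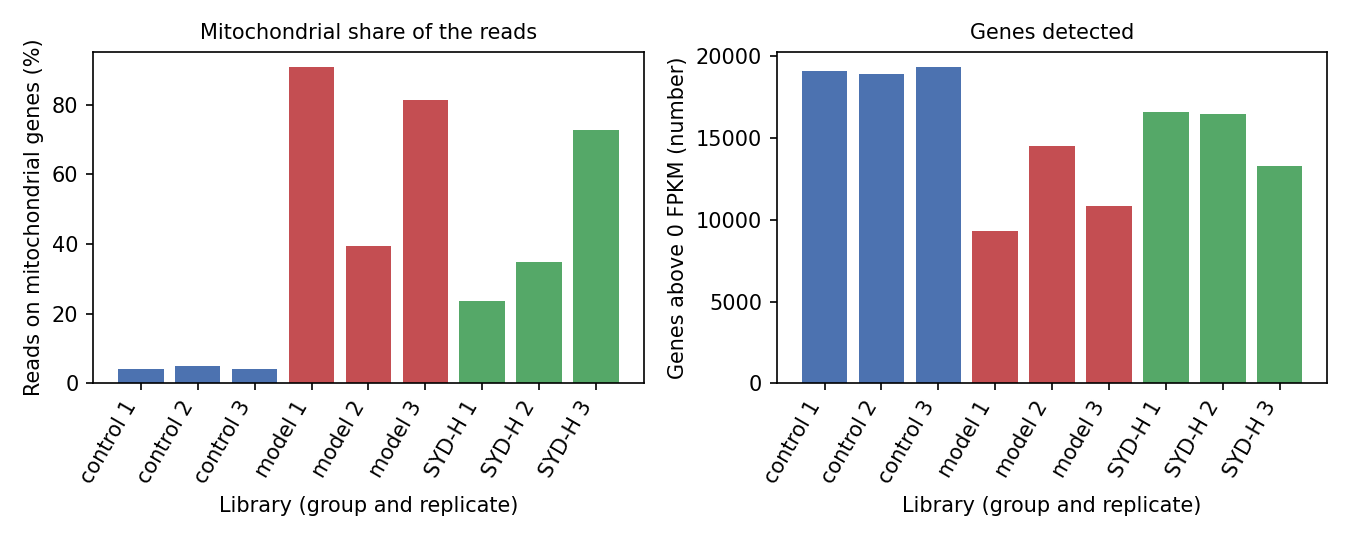
Percent of the recovered reads on mitochondrial genes (left) and number of genes above 0 FPKM (right) in each of the 9 libraries, with one bar per library colored by group. The control libraries had 4.05% to 4.86% mitochondrial reads and 18909 to 19337 genes, the model libraries 39.5% to 90.7% and 9300 to 14496 genes, and the SYD-H libraries 23.7% to 72.7% and 13288 to 16596 genes.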

We identified 2,944 differentially expressed genes (DEGs) in the control and model groups and 930 DEGs in the model and SSD-H groups with p-value <0.05 and |Log_2_ Fold Change| >1 as the screening criteria. 

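Between the model and control groups, limma called 2046 DEGs, of which 493 were raised and 1553 were lowered in the model group. An unadjusted p-value under 0.05 was reached by 2663 genes (19.2% of those tested), and an adjusted p-value under 0.05 (limma, Benjamini-Hochberg) by 360 genes, 33 raised and 327 lowered. Between the SYD-H and model groups, 577 DEGs were called, 503 raised and 74 lowered in SYD-H. Here 731 genes (5.26%) had an unadjusted p-value under 0.05 and 0 genes had an adjusted p-value under 0.05 in limma, the smallest being 0.723. Between the SYD-H and control groups, there were 2289 DEGs, 1007 raised and 1282 lowered, and 2407 genes had an adjusted p-value under 0.05 in limma.
Of the alternatives, rescaling FPKM to TPM moved the number of DEGs between model and control most, to 10445. Between SYD-H and model it gave 529 DEGs, and the count moved further with the library left out below and at a mean FPKM of at least 10 (91 DEGs, a setting chosen after seeing the data). The lowered share of the DEGs between model and control was 75.9% with FPKM as deposited, 99.6% with TPM, and 53.7% after quantile normalization. The lowered share between SYD-H and model was 12.8%, 1.89%, and 39.1% under the same settings, and between SYD-H and control it was 56.0%, 97.9%, and 53.8%. The median log2 fold change of all tested genes moved with the scaling, from −0.23 to −2.60 with TPM and 0.04 after quantile normalization between model and control. In SYD-H against model it moved from 0.22 to 1.22 and −0.02, and between SYD-H and control from 0 to −1.31 and 0.04.
Model library 2, which had the most reads outside the mitochondrial genes in its group, decided much of the counts. Without it, 3344 DEGs were called between model and control and 2495 between SYD-H and model. Without control library 1, 2, or 3, no gene had an adjusted p-value under 0.05 in limma between model and control (0 genes each), while 1744, 1641, and 1575 genes had an unadjusted p-value under 0.05.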

A volcano plot and heat map were created (Figures 5A,B). 

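Across the tested genes, log2(FPKM + 1) correlated between control libraries with Pearson's r of 0.931 to 0.977, between SYD-H libraries with 0.820 to 0.914, and between model libraries with 0.645 to 0.706. Between groups, r was 0.675 to 0.780 for control and model, 0.667 to 0.908 for model and SYD-H, and 0.734 to 0.847 for control and SYD-H. Model library 2 had r of 0.890, 0.908, and 0.808 with SYD-H libraries 1, 2, and 3. Its r with model libraries 1 and 3 was lower, at 0.645 and 0.706. Model libraries 1 and 3 had r of 0.667 to 0.747 with the SYD-H libraries. These correlations are across genes, which are not independent replicates. The 3 model libraries lay apart from the 3 control libraries in 3987 genes (28.7%), and the 3 SYD-H libraries from the 3 model libraries in 1538 genes (11.1%), against 10% by chance.
The largest rises between model and control among genes with an adjusted p-value under 0.05 and no overlap between the groups were in 3 mitochondrial transfer RNA genes. AY172581.20 (chromosome MT, 14062 to 14130) went from 6.85 ± 1.5 FPKM (SD, n = 3) to 2446 ± 2028 (SD, n = 3). Its log2 fold change was 7.48 (SE 1.11, adjusted p = 0.0383 from limma with Benjamini-Hochberg adjustment). AY172581.14 (chromosome MT, 2665 to 2739) had at most 3 reads in each control library and 371, 88, and 51 reads in the model libraries. On the authors' scaling, it was at least 33.3-fold higher in the model group, with a log2 fold change of 6.84. With the mitochondrial share as a covariate, the change was 1.87 (unadjusted p = 0.391 from limma). That covariate was chosen after seeing the data and largely coincides with the groups. AY172581.2 (chromosome MT, 15348 to 15415) rose by a log2 fold change of 6.33 (SE 1.01, adjusted p = 0.0406 from limma).
The largest falls were in genes of white blood cells. Elane, which encodes neutrophil elastase (chromosome 7, 9817252 to 9819100), had 135, 176, and 104 FPKM in the control libraries and 7.90, 0.460, and 0 in the model libraries. Its log2 fold change was −5.86 (SE 0.82, adjusted p = 0.0382 from limma). Nkg7 (chromosome 1, 93844902 to 93845983) was listed at 0 in the 3 model libraries and had 27.1 to 41.7 FPKM in the control libraries (adjusted p = 0.0261 from limma). With 3 reads as the floor for a value of 0, it was at least 30.3-fold lower in the model group. That floor covers counting error only, so the fold is no bound if the model libraries came from few RNA molecules. Cd72 (chromosome 5, 57697367 to 57704725) had 30.9, 49.4, and 30.4 FPKM in the control libraries and 0, 1.35, and 0 in the model libraries.
The largest rises among the DEGs between SYD-H and model were in the small nucleolar RNA genes Snord104 (70 bp), Snord45a (81 bp), and Snord58b (66 bp), with log2 fold changes of 4.13, 4.08, and 3.54. Snord104 and Snord58b were listed at 0 in the 3 model libraries. In model library 1, 3 reads on them are worth 11.8 and 12.5 FPKM, above the lowest SYD-H values of 7.55 and 3.74 FPKM, so the depth sets no fold for either gene. The largest falls were in Slc25a36l1, named as a copy of Slc25a36 with which it could share reads (−2.86), in LOC108352814 (−2.58), and in an unnamed locus of 712 bp on an unplaced contig (−2.57). The adjusted p-value of these 6 genes was 0.723 in limma.
A total of 241 genes were DEGs in both comparisons with opposite signs, 210 lowered in the model group and raised in SYD-H and 31 the reverse, and 8 changed in the same direction. Across genes, the log2 fold changes of the comparisons correlated at −0.494. Both comparisons use the same 3 model libraries, so opposite changes also arise with no effect. In 20 simulations of unchanged groups, 356 genes on average (310 to 381) had opposite signs and the correlation was −0.821, with an average of 560 and 620 DEGs.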

The heatmap shows significant changes in the expression of ATF6, Xbp1, and Piezo1 among the three groups (Figure 5B). 

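Positions are those of the deposited table, whose genome build the paper's text does not name. Piezo1, a mechanically gated cation channel (ENSRNOG00000056786, chromosome 19, 50544582 to 50606501, minus strand), had 11.6 ± 0.879 FPKM (SD, n = 3) in the control group. It had 3.85 ± 3.79 FPKM (SD, n = 3) in the model group and 10.1 ± 1.16 (SD, n = 3) in the SYD-H group. The model libraries had 2.31, 8.17, and 1.06 FPKM, which came from 69, 1772, and 58 reads. Xbp1, a transcription factor of the ER stress response (ENSRNOG00000010298, chromosome 14, 80390643 to 80395693, plus strand), had 36.5 ± 8.20, 25.7 ± 5.41, and 36 ± 7.77 FPKM (SD, n = 3 each) in the control, model, and SYD-H groups. Atf6, a sensor of ER stress (ENSRNOG00000024632, chromosome 13, 82930034 to 83107177, minus strand), had 5.40, 4.61, and 5.64 FPKM in the control libraries, 3.14, 3.68, and 0 in the model libraries, and 4.47, 2.89, and 2.07 in the SYD-H libraries.
An exact permutation test over the 3 groups, chosen after the values were seen, gave p = 0.00357 for Piezo1, the smallest p it allows. The same exact permutation test gave p = 0.186 for Xbp1 and p = 0.15 for Atf6. Each control library was nonetheless above each model and each SYD-H library for Atf6.
Each of the 3 names also stood on a second entry of the table, whose description was that of another gene. The entry named piezo1 was described as Ngfi-A binding protein 1, or Nab1 (ENSRNOG00000012959, chromosome 9, 49053758 to 49092098, plus strand). It had 4.06 ± 0.559, 12.1 ± 0.918, and 13.4 ± 6.69 FPKM (SD, n = 3 each) in the control, model, and SYD-H groups (exact permutation test over the 3 groups, p = 0.0357). The entry named xbp1 was described as caprin family member 2, or Caprin2 (ENSRNOG00000047319, chromosome 4, 181806575 to 181860830, minus strand). Its values were 0.926, 1.19, and 0.924 FPKM in the control libraries, 0, 1.16, and 0 in the model libraries, and 1.96, 1.45, and 1.69 in the SYD-H libraries (exact permutation test over the 3 groups, p = 0.075). The second entry named Atf6 was described as activating transcription factor 3, or Atf3 (ENSRNOG00000003745, chromosome 13, 102751321 to 102764631, minus strand). It had 0.580, 0.215, and 0.589 FPKM in the control libraries, 0, 7.47, and 8.81 in the model libraries, and 7.65, 8.81, and 2.38 in the SYD-H libraries (exact permutation test over the 3 groups, p = 0.218).

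**Figure D2:**
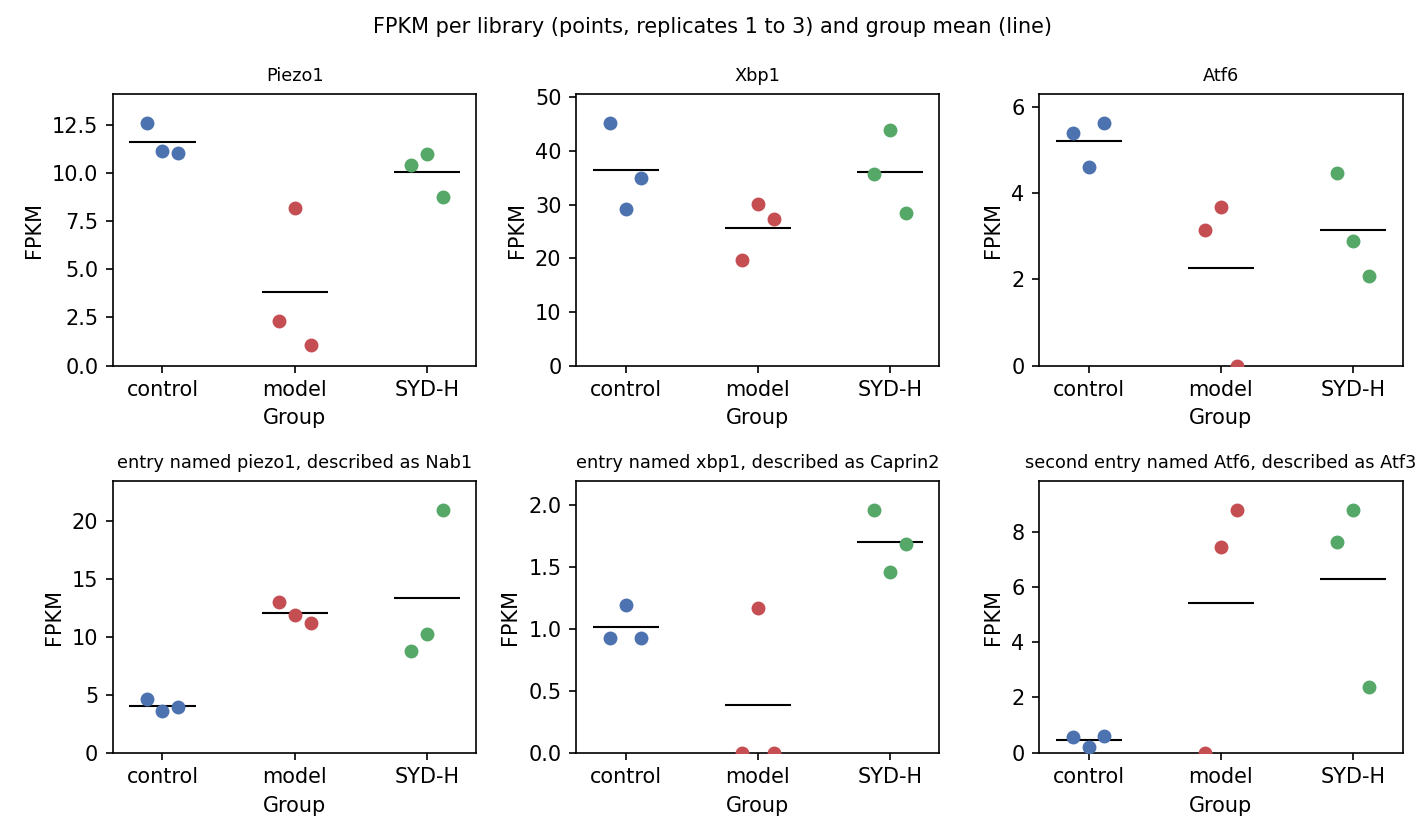
FPKM of each library (points, 3 per group) and group mean (line) for Piezo1, Xbp1, and Atf6 (top) and for the second entries that carried their names (bottom), each on its own linear axis from 0. The model mean lay below the control mean for Piezo1 (3.85 against 11.6 FPKM), Xbp1 (25.7 against 36.5 FPKM), and Atf6, and above it for the entries described as Nab1 (12.1 against 4.06 FPKM) and Atf3.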

Subsequently, GO and KEGG enrichment analyses were conducted based on the results of DEGs (Figures 5C,D). What interests us is that the GO analysis showed that SYD affected ERS and the extracellular matrix, while the KEGG analysis showed that SYD regulated the calcium signaling pathway. These results strongly sparked our interest, and we decided to focus on the in-depth exploration of calcium ion regulation and ERS in our subsequent studies.

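The enrichment was recomputed with 3 gene lists written by hand, which stand in for the GO and KEGG terms because the paper's text does not print their member genes. The lists covered ER stress (54 tested members), the extracellular matrix (100), and calcium signaling (122). A one-sided Fisher's exact test set each list against the other tested genes, with Benjamini-Hochberg adjustment over 6 tests. No ER stress member was on another list, while 26 extracellular matrix members and 20 calcium signaling members were. A mean of at least 1 FPKM in the control libraries was reached by 51 ER stress members, 94 extracellular matrix members, and 94 calcium signaling members.
In the comparison of SYD-H with model, 8 of the 54 ER stress members (14.8%) were DEGs against 4.11% of the other genes, an odds ratio of 4.06 (Fisher's exact test, adjusted p = 0.00972). These were Atf6b, Hsp90b1, Dnajc3, Pdia6, Syvn1, Stc2, Erlec1, and Bbc3, named after their values were seen, and each was raised in SYD-H. Over 16 alternatives that kept the 6 libraries, the odds ratio was 1.78 (voom on the recovered reads, chosen after seeing the data) to 8.05 and the adjusted p of Fisher's exact test was 0.00269 to 0.792, under 0.05 in 7 of them. With one library left out in turn, the odds ratio was 1.37 (without model library 3) to 2.93, and the adjusted p of Fisher's exact test was under 0.05 only without model library 2. Of the extracellular matrix members, 5 were DEGs, an odds ratio of 1.22 (Col11a2, Col12a1, Col27a1, Mmp9, and Ccn2). Of the calcium signaling members, 5 were DEGs, an odds ratio of 0.986 (Cd38, Plcd1, Ptafr, Sphk1, and Nfatc1). These 10 genes were raised in SYD-H and were likewise named after their values were seen. Neither list had an adjusted p under 0.691 in Fisher's exact test. In limma, 0 members of each list had an adjusted p-value under 0.05 over all genes or adjusted over the list alone, while 9, 5, and 7 members had an unadjusted p-value under 0.05.
In the model group against the control group, 5 ER stress members were DEGs, all lowered in the model group (Atf6b, Sdf2l1, Syvn1, Hyou1, and Bbc3, odds ratio 0.590). The extracellular matrix list had 15 DEGs (odds ratio 1.02) and the calcium signaling list 19 (odds ratio 1.07). The adjusted p of Fisher's exact test was 0.915, 0.691, and 0.691. Rescaling to TPM, the alternative that moved the ER stress list most, gave an odds ratio of 5.64 (Fisher's exact test, adjusted p = 0.00122, against 0.00122 to 1 over the alternatives that left out no library). In limma, 1 ER stress member had an adjusted p-value under 0.05 over all genes and 1 adjusted over the list alone, Syvn1 in both cases. For the extracellular matrix these counts were 0 and 0, with 15 members at an unadjusted p-value under 0.05.
From the enriched terms of its DEGs, the paper states that SYD acted on ER stress, the extracellular matrix, and calcium signaling. On that basis it chose calcium ions and ER stress for its later experiments.

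**Figure D3:**
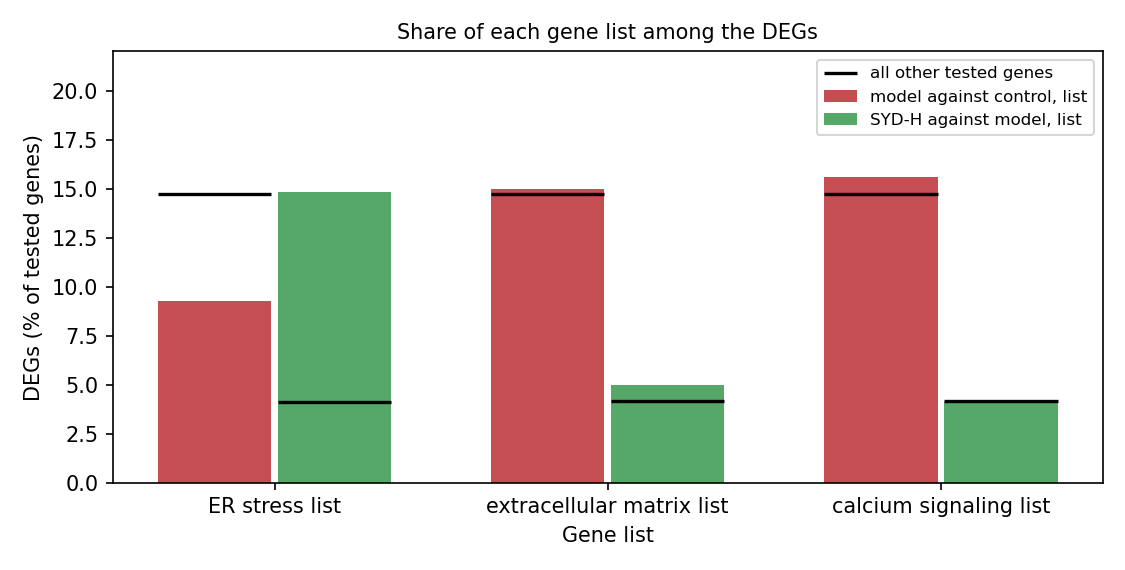
Percent of the tested genes of each list that were DEGs between model and control (red bars) and between SYD-H and model (green bars), with the percent among the other tested genes as a black line. The ER stress list stood above its line between SYD-H and model (14.8% against 4.11%) and below it between model and control (9.26% against 14.7%), and the other lists lay near their lines.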

**FIGURE 5:**
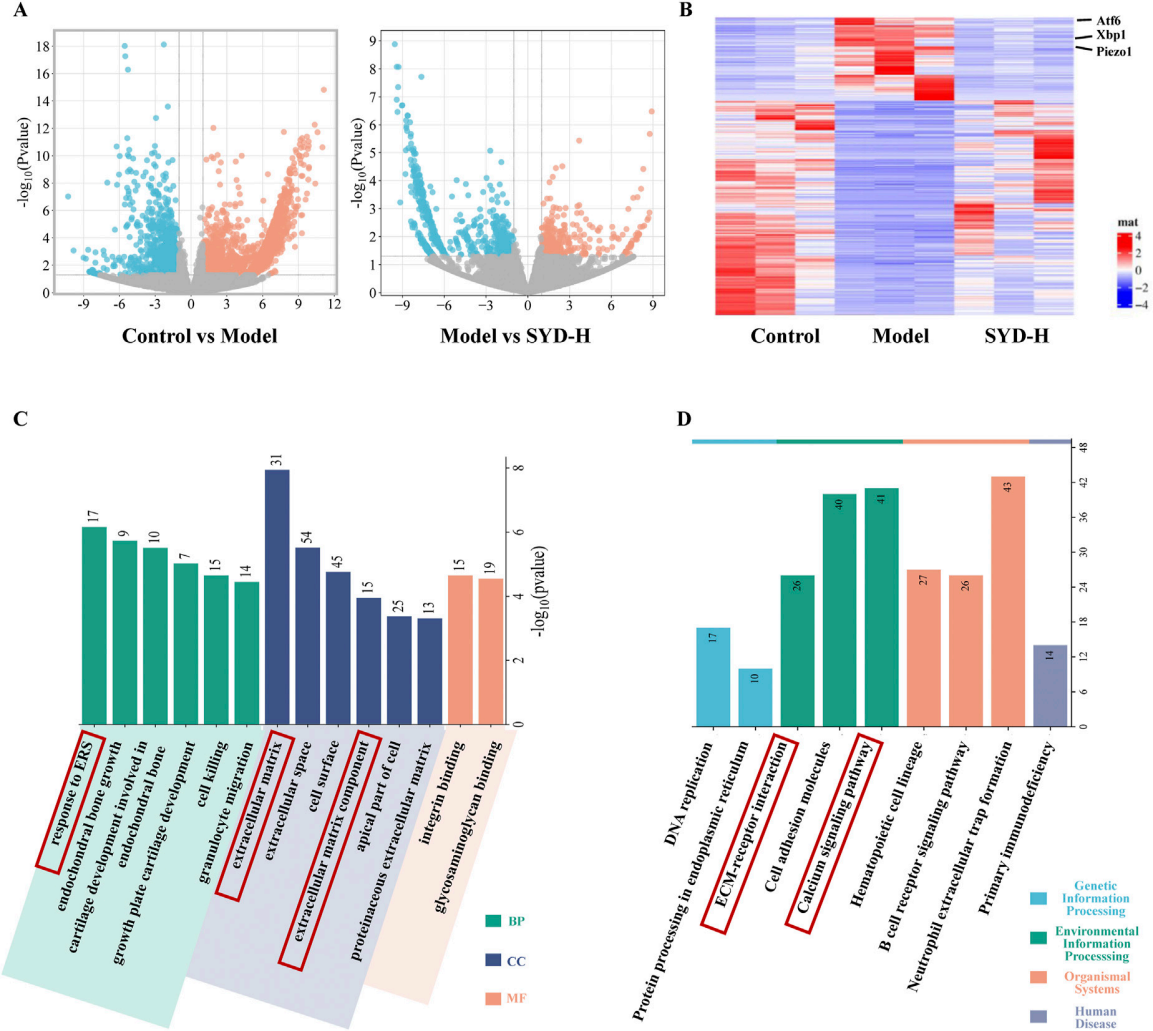
The results of RNA sequencing (Control, Model, and SYD-H). **(A,B)** The differential gene expression among control, model, and SYD-H groups (volcano plot and heatmap, N = 3). **(C)** The results of GO enrichment analysis, including CC, MF, and BP. **(D)** The results of the KEGG pathway enrichment analysis.

### Identification of the active ingredients of SYD and verification of predicted targets by molecular docking and SPR

In order to control quality and investigate the active ingredients of SYD, UPLC-Q-TOF-MS was performed to detect the SYD extract and its drug-containing serum in rats. We obtained the total ion chromatogram (TIC) of SYD extract in the negative (ESI−) ionization modes, as shown in Figure 6A, and the positive (ESI+) modes are shown in Supplementary Figure S1A. Supplementary Figures S1C, D show the TIC of SYD drug-containing serum in rats. On comparing with the relevant databases, we identified the top 200 chemical compositions in the two modes mentioned above (Supplementary Tables S2 and S3). Then, we detected some reference substances and identified them as the SYD extract in TIC (Figures 6A, B; Supplementary Figure S1A, B). We found the concentration and content of four compounds—saikosaponin C, saikosaponin D, quercetin, and naringin—are high in SYD, as shown in Table 1. The four active ingredients were subjected to molecular docking with Piezo1, and all binding energies were consistently below −7.5, as shown in Figure 6C.

**FIGURE 6:**
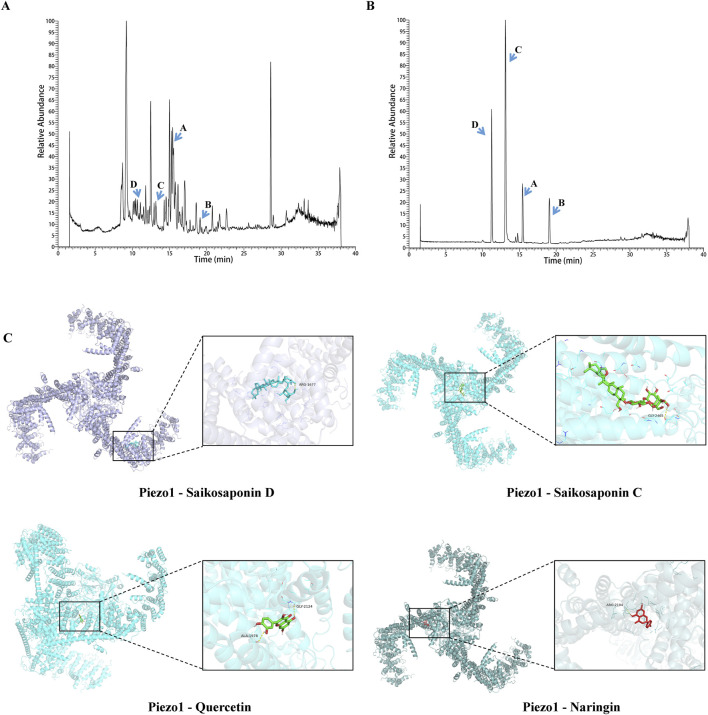
Identification of the key active ingredients of SYD and molecular docking. **(A)** The TIC in the ESI-mode of the SYD extract by UPLC-Q-TOF-MS. **(B)** The chromatographic peaks of saikosaponin C, saikosaponin D, quercetin, and naringin with reference substances in the ESI chromatogram. **(C)** The molecular docking results with Piezo1.

**TABLE 1:** The concentration and content of four compounds in SYD.

Compound	RT (min)	Theoretical MW	Observed MW	δppm	Concentration (μg/mL)	Content (mg/g)
Saikosaponin C	15.41	925.51553	925.51196	3.86	3.85731	0.33542
Saikosaponin D	19.04	779.45762	779.45673	1.14	1.14182	0.09929
Quercetin	13.14	301.03428	301.03522	3.12	3.12257	0.27153
Naringin	11.28	579.17083	579.17224	2.43	2.43451	0.2117

It is noteworthy that although these four compounds are highly abundant in SYD, quercetin and naringin’s structural characteristics predispose them to bind with multiple proteins, potentially generating false-positive results that classify them as pan-assay interference compounds (PAINS) (Baell and Holloway, 2010). To validate the results of molecular docking, we employed SPR technology for verification, as it can effectively characterize the interactions between proteins and small-molecule compounds. The results showed that both saikosaponin D and quercetin could bind to Piezo1, and the kinetic test curves showing the binding of Piezo1 to saikosaponin D and quercetin are presented in Supplementary Figure S3.

### SYD regulated Ca^2+^ concentration and ERS *in vitro* and *in vivo*

A Ca^2+^ probe, Fluo-3,AM, was used to measure the intracellular calcium concentration in chondrocytes under laser scanning confocal microscopy (LSCM). As shown in Figure 7A, the results indicated that the intracellular calcium concentration increased after modeling intervention but decreased to varying degrees after SYD administration. The calcium concentration in the CXB group appeared similar to that in the SYD group. We performed Western blotting and qPCR to measure the levels of Piezo1 and ERS *in vitro* (Figures 7B–D). The expressions of Piezo1 and ERS-related genes, namely, XBP1s and ATF6, in the model group were significantly increased when compared to that in the control group, while the expression of the aforementioned three genes displayed a significant dose-dependent decrease after SYD intervention. Similarly, CXB can reduce their expression when compared to that in the model group. These results are consistent in terms of the transcription and translation levels.

**FIGURE 7:**
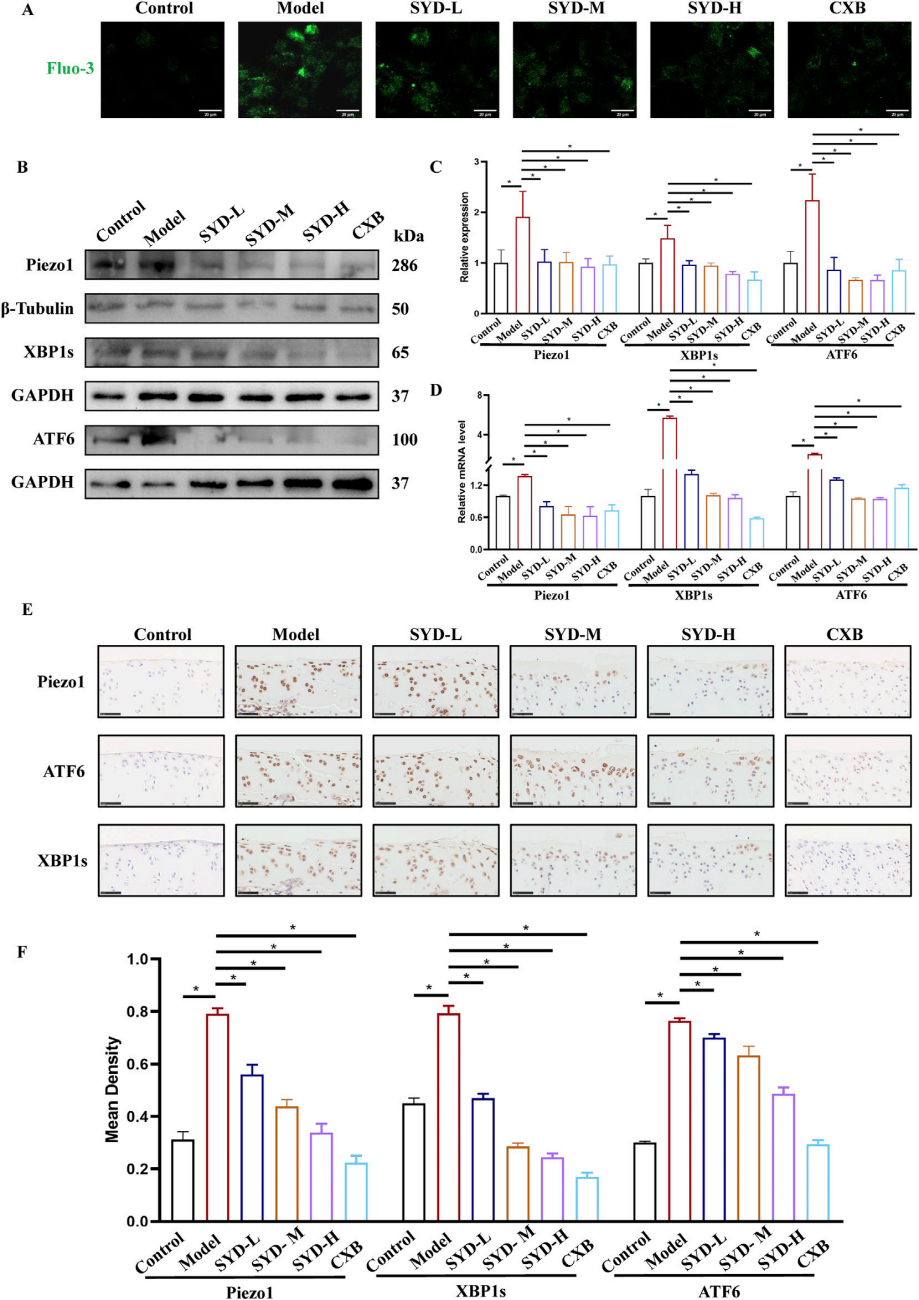
SYD regulated Ca^2+^ concentration and ERS *in vitro* and *in vivo*. **(A)** The detection of Ca^2+^ concentration by Fluo-3,AM. Scale bar: 20 μm. **(B,C)** Representative blot images and quantitative analysis of proteins related to ERS, including Piezo1, XBP1s, and ATF6, in Western blotting. (N = 3) **(D)** The mRNA expressions of Piezo1, XBP1s, and ATF6 were detected by qPCR. (N = 3–4) **(E)** IHC staining for proteins related to ERS in the cartilages of different groups. Scale bar: 50 μm *p < 0.05 **(F)** The quantitative analysis of IHC.

In Figure 7E, IHC staining of cartilage tissue confirmed the levels of Piezo1 and ERS *in vivo*. In the model group, the numbers of positive chondrocytes for Piezo1, XBP1s, and ATF6 were significantly increased when compared to those in the control group. The number of positive cells for the abovementioned three genes in the SYD-L/M/H groups decreased to varying degrees, seemingly negatively correlated with the dosage. The situation in the CXB group appeared to be similar to that of SYD-H. The quantitative analysis of IHC in Figure 7F also confirmed the above results.

### SYD protected cartilage through the piezo1-regulated ERS signaling pathway in KOA treatment through rescue experiments

Based on the experimental results, we chose Yoda1, the selective Piezo1 agonist, and 4-PBA, the ERS inhibitor, to conduct rescue experiments in combination with SYD-H. In Figure 8A, we intuitively observed that the fluorescence signal significantly increased after the Yoda1 intervention, indicating an increase in the Ca^2+^ concentration. Both Western blotting and qPCR results showed that Yoda1 could significantly upregulate the levels of Piezo1, ATF6, and XBP1s, as shown in Figures 8B–D, suggesting that Yoda1 enhanced the expression of Piezo1 and the intensity of ERS.

**FIGURE 8:**
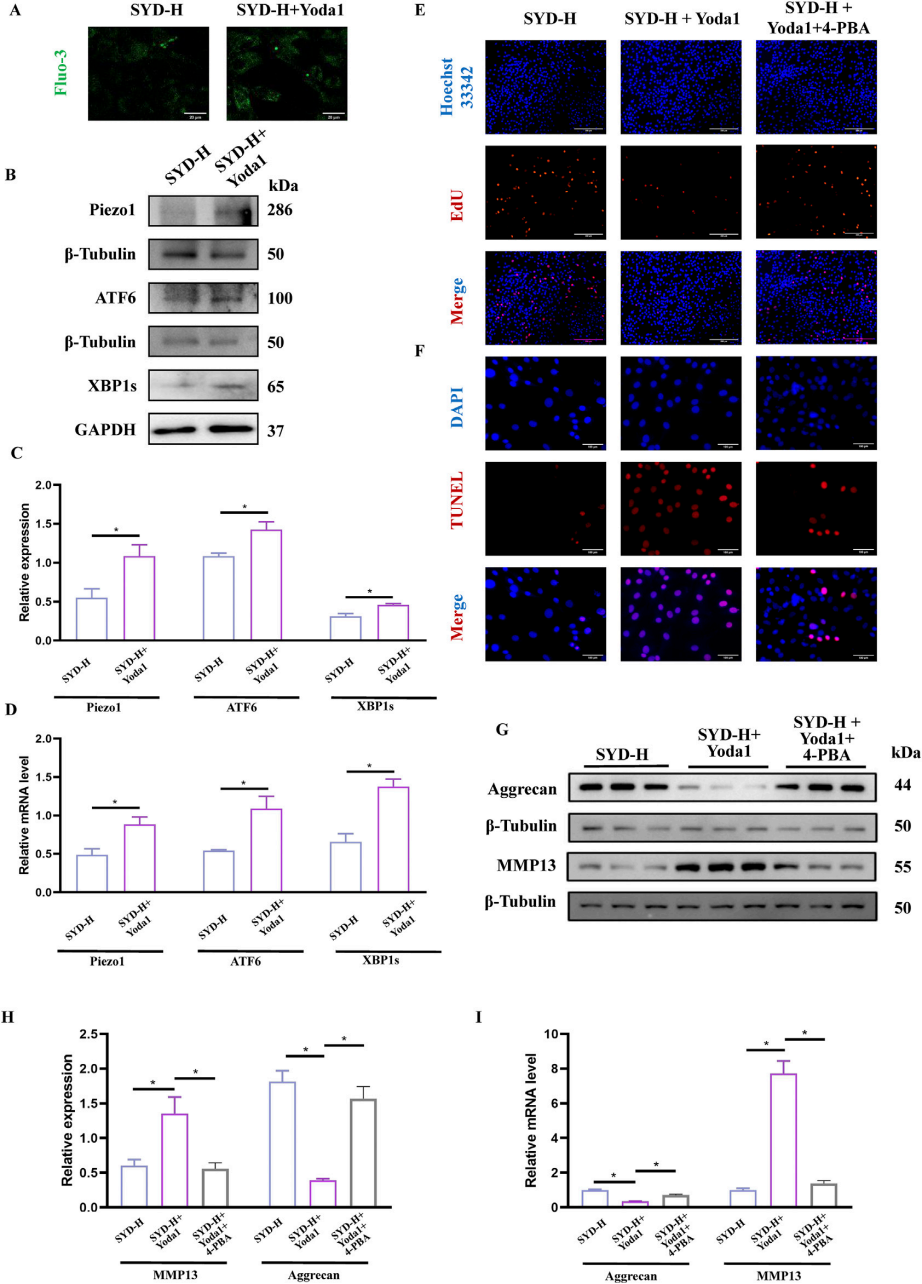
SYD-protected cartilage through Piezo1-regulated ERS signaling pathway by rescue experiments. **(A)** The detection of Ca^2+^ concentration by Fluo-3,AM. Scale bar: 20 μm. **(B,C)** Representative blot images and quantitative analysis of Piezo1 and ERS, including Piezo1, XBP1s, and ATF6, in Western blotting (N = 3) **(D)** The mRNA expressions of Piezo1, XBP1s, and ATF6 detected by qPCR (N = 4). **(E,F)** The EdU (Scale bar: 200 μm) and TUNEL staining (Scale bar: 100 μm) for the detection of proliferation and apoptosis. **(G,H)** Representative blot images and quantitative analysis of proteins related to cartilage degeneration, including aggrecan and MMP13, in Western blotting (N = 3). **(I)** The mRNA expressions of aggrecan and MMP13 were detected by qPCR (N = 4). *p < 0.05.

EdU and TUNEL staining were performed to display the proliferation and apoptosis of chondrocytes (Figures 8E,F). When Yoda1 was used in combination, the number of EdU stain-positive cells decreased while the number of TUNEL stain-positive cells increased. However, the addition of 4-PBA produced paradoxical effects. The protein and mRNA levels of aggrecan and MMP13—the genes related to cartilage degradation—were also detected. As shown in Figures 8G–I, the expression of aggrecan was significantly downregulated while the level of MMP13 was clearly enhanced in the SYD-H + Yoda1 group, thereby illustrating that Yoda1 antagonized the inhibitory effect of SYD on cartilage degradation. Notably, the addition of 4-PBA reversed the expression patterns of aggrecan and MMP13.

## Discussion

KOA is a common orthopedic disease, and according to the relevant epidemiological research reports, there are approximately 300 million patients with KOA across the world (Katz et al., 2021). Although it is not fatal, it involves strong concealment in the early stages and a high disability rate in the later stages; moreover, it has been listed as the 11th most disabling disease in the world (Giorgino et al., 2023). The treatment methods for KOA in modern medicine can be categorized as conservative or surgical treatment. Among the options, oral or topical NSAIDs have been listed as the first-line recommended drugs in KOA treatment guidelines (Katz et al., 2021; Sharma, 2021), albeit long-term use can easily induce gastrointestinal side effects and increase the risk of cardiovascular accidents (Quicke et al., 2022). The high cost of surgical procedures, potential surgical risks, postoperative functional recovery, and postoperative revision continue to pose significant challenges (Jang et al., 2021). When faced with these challenges in treatment, it is clear that finding safer and more effective treatment plans is an urgent scientific problem that must be resolved in the field of KOA research.

TCM has a long history of treating KOA with significant therapeutic effects, and it has been recommended for use in multiple treatment guidelines. SYD is a classic formula derived from *“Yi Zong Jin Jian (The Golden Mirror of Medicine)”* volume 62, and it consists of the root of *Radix Bupleuri* (Chai Hu), the root of *Panax ginseng C.A. Mey* (Ren Shen), and the root of *Astragalus membranaeus (Fisch.) Bge* (Huang Qi) added to the Siwu decoction. Interestingly, the Chinese medical master Prof. Qi Shi and other scholars applied the theory of “Shaoyang being in charge of bone” originating from “*The Huangdi Neijing,”* also known as *“The Inner Canon of Huangdi”* or *“Yellow Emperor’s Inner Canon,”* for using SYD to treat KOA, indicating Shaoyang reconciliation, to achieve remarkable outcomes in the clinical setting (Pei-jie et al., 2024; Yong et al., 2017). However, there is still a lack of basic research on the treatment of KOA with SYD. The active substances and the mechanisms of SYD continue to remain unclear. Therefore, in the present study, we focused on the abovementioned issues in order to contribute to the wisdom of TCM in the treatment of KOA.

The overall protocol design of this work is shown in Figure 9. A confirmed therapeutic effect is a prerequisite for subsequent research; therefore, we first detected the efficacy of SYD *in vivo* (Figures 1, 2). Safranin O-fast green and He staining facilitated the visualization of cartilage damage, suggesting that the severely damaged cartilage after modeling was significantly reduced after SYD intervention and that the effect was dose-dependent. When combined with the subsequent ELISA and IHC staining results, it was confirmed that SYD inhibited cartilage degeneration and inflammation and significantly reduced cartilage damage; its efficacy is thus reliable, which provides a guarantee for subsequent work. As shown in Figures 3, 4, we conducted a deeper study on the phenotype of SYD *in vitro*. The results showed that SYD enhanced the viability of chondrocytes, promoted proliferation, inhibited apoptosis, and regulated the expression of cartilage degradation-related genes in a dose-dependent manner. These results were consistent with the animal experimental results, indicating the reliable effect of SYD *in vivo* and *in vitro*.

**FIGURE 9:**
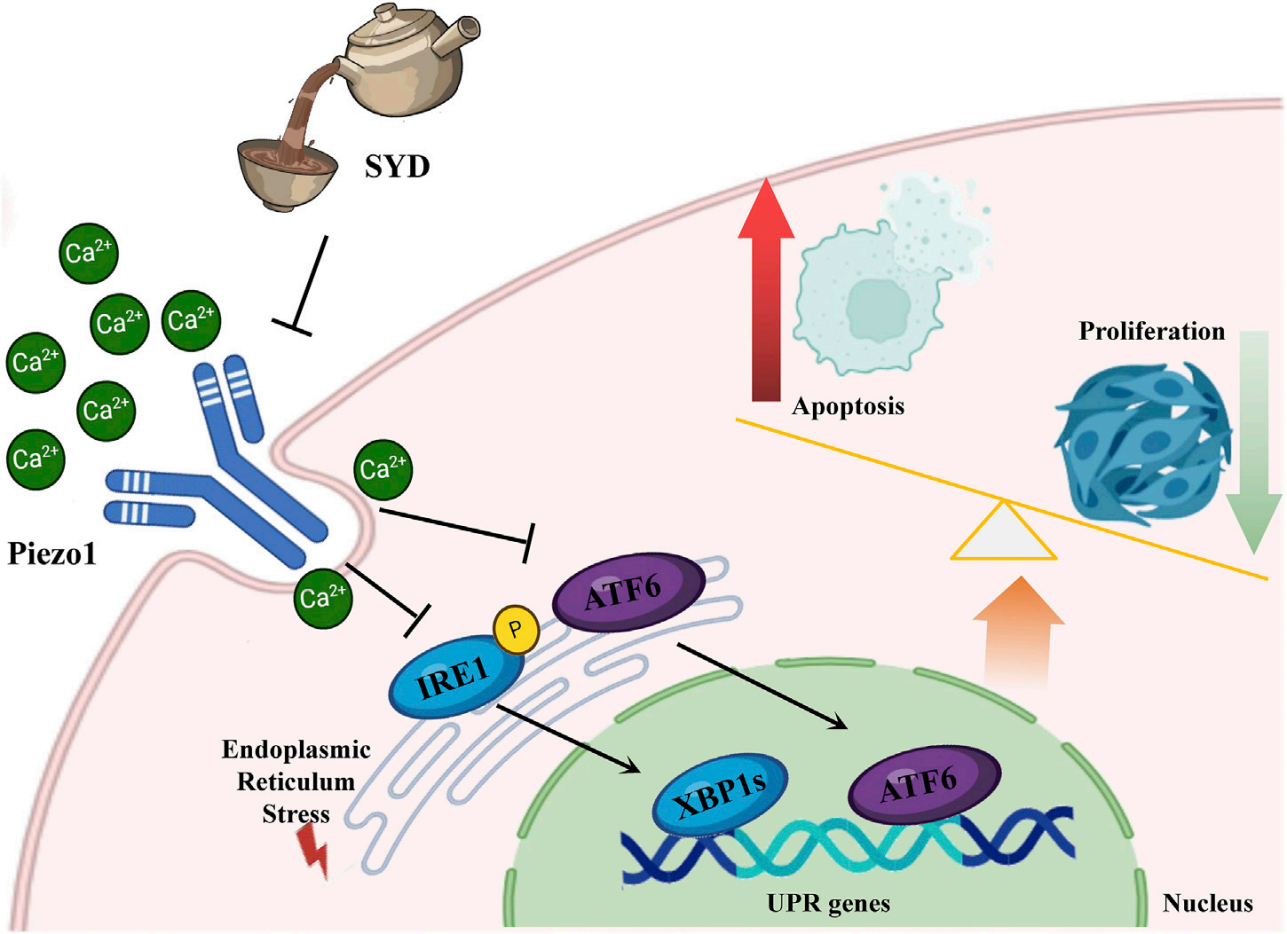
Depiction of the mechanism diagram of SYD in reducing cartilage damage.

**FIGURE 10:**
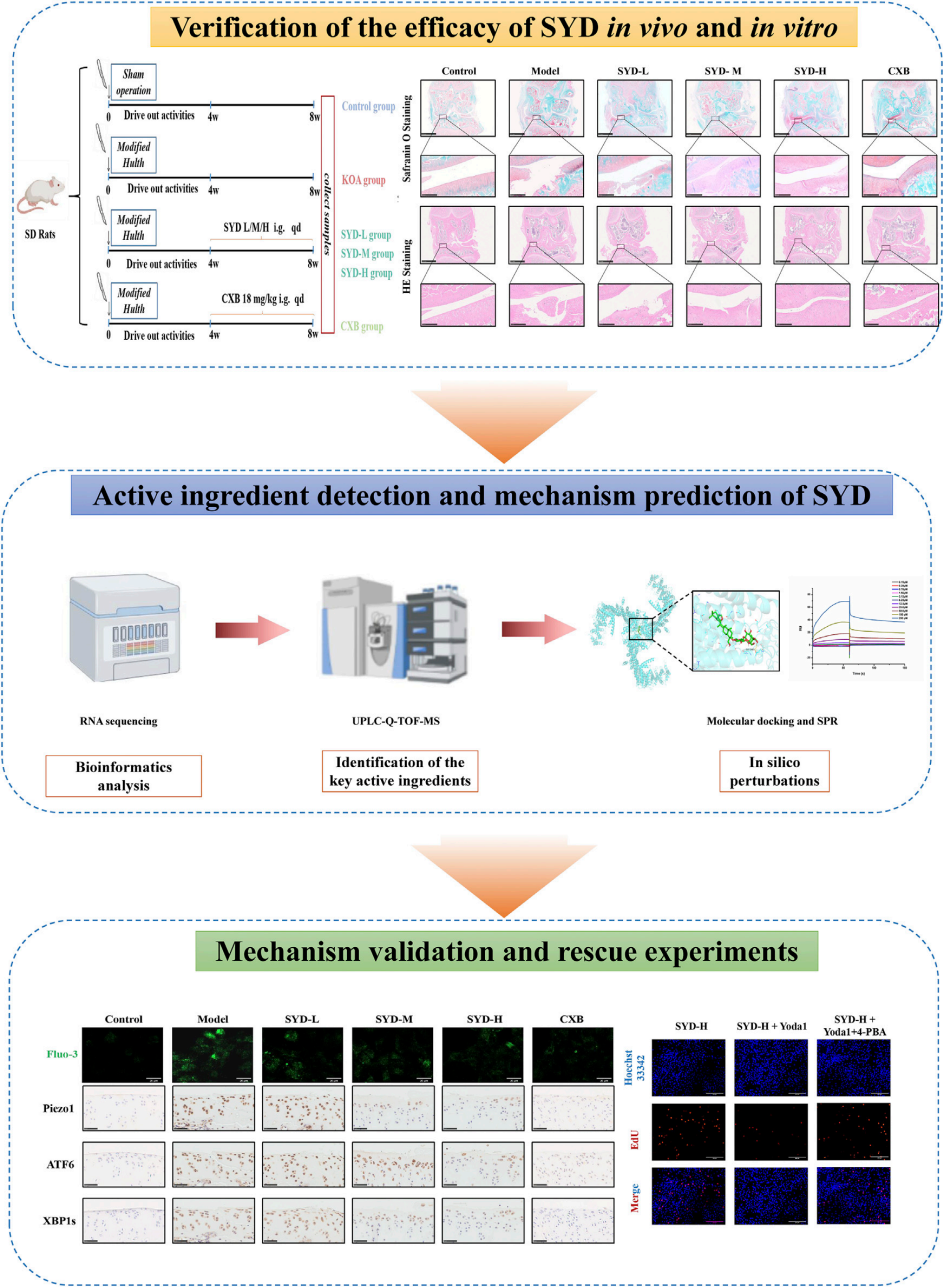
Overall protocol design of this work.

Transcriptomic analysis (Figures 5A–D) showed a significant upregulation of the expressions of Piezo1, Xbp1, and Atf6 in KOA and a downregulation of these genes in SYD-H. GO and KEGG analyses were performed to analyze the functions and enrichment pathways of genes, respectively, so as to provide important clues. 

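Piezo1 was lower in each model library than in each control library, with a log2 fold change of −1.67 (SE 0.57, adjusted p = 0.186 from limma with Benjamini-Hochberg adjustment). Its unadjusted p in limma was 0.0252, and an exact permutation test gave p = 0.1. It was higher in each SYD-H library than in each model library, with a log2 fold change of 1.47 (SE 0.59, adjusted p = 0.723 from limma, unadjusted p = 0.0442, exact permutation p = 0.1). The change between SYD-H and control was −0.19 (adjusted p = 0.374 from limma). The Piezo1 change between model and control was −2.27 without model library 2 and −1.19 without model library 3. With one library left out, the unadjusted p of Piezo1 in limma stayed under 0.05 only without model library 2. In the other fits it was 0.0596 to 0.0772 between model and control and 0.0903 to 0.122 between SYD-H and model.
Xbp1 changed by −0.49 between model and control (SE 0.27, adjusted p = 0.393 from limma, exact permutation p = 0.2) and by 0.47 between SYD-H and model (SE 0.29, adjusted p = 0.723 from limma, exact permutation p = 0.2). Atf6 changed by −1.21 between model and control (SE 0.65, adjusted p = 0.377 from limma, exact permutation p = 0.1) and by 0.58 between SYD-H and model (SE 0.70, adjusted p = 0.793 from limma, exact permutation p = 0.7). Without model library 3, where Atf6 was listed at 0, the latter change was −0.13. With the mitochondrial share of the reads as a covariate, an alternative chosen after seeing the data, the changes between model and control were 0.69 for Piezo1 (unadjusted p = 0.420), 0.12 for Xbp1, and 0.0273 for Atf6. That share was at least 39.5% in the model libraries and at most 4.86% in the control libraries, so the covariate and the group largely coincide.
The entry described as Nab1 rose by 1.37 between model and control (SE 0.25, adjusted p = 0.0520 from limma) and changed by 0.04 between SYD-H and model, and its change between model and control was −1.43 with TPM. The entry described as Atf3 changed by 1.59 (SE 0.91, adjusted p = 0.401 from limma) and 0.60 in these comparisons, the latter being −0.47 without model library 1. The entry described as Caprin2, listed at 0 in model libraries 1 and 3, changed by −0.64 and 1.06, with adjusted p-values of 0.390 and 0.723 from limma.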

Based on the above results, the ERS and calcium ion signaling pathways sparked our research interest.

The identification of active ingredients in SYD can elucidate its pharmacological activity. Therefore, we identified four major components in SYD with relatively high content using UPLC-Q-TOF-MS, namely, saikosaponin C, saikosaponin D, quercetin, and naringin (Figures 6A,B). Molecular docking demonstrated their strong binding affinity with Piezo1. However, it is noteworthy that quercetin and naringin may exhibit non-specific binding to multiple protein targets, potentially leading to false-positive results, and are therefore generally classified as PAINS (Baell and Holloway, 2010). Research has shown that while PAINS exhibit widespread activity *in vitro*, their action mechanisms are often nonspecific (Baell and Walters, 2014; Dahlin et al., 2015). Thus, molecular docking outcomes are essentially predictive.

The TCM compound prescriptions do contain some PAINS, but this will not affect their efficacy and mechanism. Potential factors affecting the efficacy of TCM compound prescriptions may be associated with multi-component synergistic effects and absorption-enhancing mechanisms. Specifically, the self-assembly phenomenon of polyphenols, saponins, or other bioactive compounds may generate multi-component synergistic effects, thereby enhancing the therapeutic efficacy (Guo et al., 2024). Meanwhile, the multi-component compatibility can promote absorption and enhance bioavailability (Zhu et al., 2013). Therefore, despite the presence of PAINS in SYD, it still exhibited good activity in our study.

We conducted SPR experiments to further validate the binding capability with Piezo1, and the results also confirmed their binding capability (Supplementary Figure S3). Piezo1 is composed of three structures resembling curved leaves that surround a small hole. When the cells are subjected to mechanical stimulation, the leaf structure responds to the stimulation and becomes deformed, and the mechanical signal activates the ion channel through the Piezo1 protein pore nucleus structure, resulting in Ca^2+^ influx (Wang et al., 2022). Piezo1 serves as an important target in regulating KOA progression and participates in the mechanical signal transduction process of chondrocytes (Gao et al., 2022; Lai et al., 2022). It converts mechanical signals to chemical signals, thereby regulating a series of biological effects of chondrocytes (Lee et al., 2021; Quicke et al., 2022).

Under the stimulation of changes in the calcium ion concentration or internal and external environment, the number of unfolded proteins also increases. When this accumulation exceeds the ER’s folding and processing capacity, the unfolded protein response (UPR) triggers the ERS to restore protein homeostasis or, under prolonged or excessive stress, to initiate apoptosis and other forms of programmed cell death (Chen and Cubillos-Ruiz, 2021). The UPR is primarily mediated by three canonical signaling pathways, including the PERK–eIF2α–ATF4 pathway, the IRE1–XBP1 pathway, and the ATF6 pathway. And all three UPR branches can be co-activated (Lu et al., 2024).

Ca^2+^ functions as both the principal calcium store within the ER and a critical second messenger in cellular signaling (Chen et al., 2023b). Cytoplasmic Ca^2+^ overload further exacerbates ERS by activating CaMKII and promoting the opening of L-type calcium channels (LTCCs), creating a positive feedback loop that sustains UPR signaling. The molecular basis of ERS sensing and Ca^2+^ homeostatic feedback has also been clarified (Wang et al., 2023).

Related studies have confirmed that excessive or persistent ERS in KOA chondrocytes can increase apoptosis and reduce protective responses, thereby exacerbating KOA (Tan et al., 2020).

Therefore, it is urgent to verify whether SYD regulates calcium ion concentration through Piezo1 so as to inhibit ERS and exert a protective effect on cartilage. After intervention with SYD (Figure 7), the Ca^2+^ concentration in chondrocytes significantly decreased, as indicated by the decrease in Piezo1 expression both *in vitro* and *in vivo*. Similarly, ERS resulted in varying degrees of inhibition after SYD intervention. We conducted a rescue experiment using Yoda1 and 4-PBA, the selective agonist of Piezo1 and inhibitor of ERS, as illustrated in Figure 8. Through analysis of the results, it was imperative that the application of Yoda1 significantly increased the expression of Piezo1 and the concentration of Ca^2+^ while also enhancing ERS. The part of the study on KOA-related phenotypes found that Yoda1 antagonizes the protective effect of SYD, specifically reducing cell proliferation, promoting apoptosis, and accelerating cartilage degeneration. However, significant administration of 4-PBA antagonized these effects. And the overall mechanism diagram and protocol design of this work were shown in Figures 9, 10.

Taken together, the present results provide a scientific basis for the treatment of KOA with TCM and provide insight toward promoting the inheritance, innovation, and development of TCM.

## Conclusion

Through the present results, we confirmed the definite role of SYD in protecting cartilage, which includes inhibiting inflammation and apoptosis, promoting proliferation, and regulating gene-related cartilage degeneration. Subsequently, the UPLC-Q-TOF-MS results of the drug-containing serum revealed the active ingredients of SYD and predicted the mechanisms of SYD when combined with RNA sequencing. The results of the rescue experiments confirmed that SYD inhibited the Piezo1-regulated ERS signaling pathway to protect cartilage. Overall, our work focused on the modernization study of TCM and emphasized the significant role of TCM in KOA treatment.

## Data Availability

The data presented in the study are deposited in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/), accession number GSE301460.

# Supplementary material for: Shengyu decoction ameliorates knee osteoarthritis by inhibiting endoplasmic reticulum stress via Piezo1 channels
**Source:** Front Pharmacol. 2025 Jul 14;16:1592818. doi: 10.3389/fphar.2025.1592818
**Supplement:** Supplementary file 1

**Supplementary Table 1**

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| Aggrecan | CTGAATGGGAGCCAGCCTAC | GATGTGGAAGGGACTTGCGA |
| Col2a1 | TTTGACGAGAAGGCTGGTGG | GGACCAATGGGACCAGAGAC |
| MMP13 | ACCATCCTGTGACTCTTGCG | TTCACCCACATCAGGCACTC |
| Piezo1 | CGACATTGACAACTGCACCG | GTCAGCCAGCTGTGGTACAT |
| ATF6 | CGAGGCTGGGTTCATAGACAT | GGCGAAGCGTAATACACCTG |
| XBP1s | GCTGAGTCCGCAGCAGGT | GGTCCAACTTGTCCAGAATGC |
| GAPDH | GAACATCATCCCTGCATCCA | GCCAGTGAGCTTCCCGTTCA |

# Supplementary material for: Shengyu decoction ameliorates knee osteoarthritis by inhibiting endoplasmic reticulum stress via Piezo1 channels
**Source:** Front Pharmacol. 2025 Jul 14;16:1592818. doi: 10.3389/fphar.2025.1592818
**Supplement:** Supplementary file 5

**Supplementary Table 2**

# Supplementary material for: Shengyu decoction ameliorates knee osteoarthritis by inhibiting endoplasmic reticulum stress via Piezo1 channels
**Source:** Front Pharmacol. 2025 Jul 14;16:1592818. doi: 10.3389/fphar.2025.1592818
**Supplement:** Supplementary file 6

**Supplementary Table 3**

# Supplementary material for: Shengyu decoction ameliorates knee osteoarthritis by inhibiting endoplasmic reticulum stress via Piezo1 channels
**Source:** Front Pharmacol. 2025 Jul 14;16:1592818. doi: 10.3389/fphar.2025.1592818
**Supplement:** Supplementary file 7

**Supplementary Table 4**. The molar concentrations of the four compounds of SYD

*in vitro*

|  | Saikosaponin C | Saikosaponin D | Quercetin | Naringin |
| --- | --- | --- | --- | --- |
| Content (mg/g) | 0.33542 | 0.09929 | 0.27153 | 0.2117 |
| MW | 927.12 | 780.98 | 302.24 | 580.53 |
| SYD-L | 0.22612 μM | 0.07946 μM | 0.56149 μM | 0.227915 μM |
| SYD-M | 0.45224 μM | 0.15892 μM | 1.12298 μM | 0.45583 μM |
| SYD-H | 0.90448 μM | 0.31784 μM | 2.24596 μM | 0.91166 μM |

How the deposited data were processed for this re-analysis (not part of the article)

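RNA sequencing of tissue labelled as rat cartilage was analysed in 9 libraries, 3 each of the control, model, and SYD-H groups. Groups were taken from the sample labels and the paper. The dose of 522 mg/kg is the paper's dose for SYD-H, since the labels give none. The authors deposited one table of FPKM per gene and library, with gene identifiers, names, descriptions, positions, lengths, and biotypes. The paper's text and the supplements at hand do not state the aligner, the counting tool, the genome build, or the annotation release. Its general statistics section names tests of group means, and its criteria for DEGs were an unadjusted p-value under 0.05 and an absolute log2 fold change over 1, with no tool for the expression data. Positions and lengths are those of the authors' table.

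The table held 32043 genes, of which 1481 were unnamed loci and 37 were mitochondrial, 21960 had a value above 0 in at least 1 library, and 7513 had reads in all 9. The number of columns with values per library that were left out was 0. A total of 234 names stood on more than 1 entry, and 6 of these carried differing descriptions. For 3 entries (those named piezo1, xbp1, and a second Atf6) the description and the reference gene names gave Nab1, Caprin2, and Atf3, and they are reported under those names. Gapdh was found by its gene identifier, as the table lists it under the name LOC108351137.

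From the authors' FPKM, whole reads were recovered as multiples of one step per library, with a tolerance of 0.1 for calling a value whole. The step also gives the effective library size the authors used. The depth recovered this way was 14914121 to 19510537 reads per library, and 3 reads were taken as the floor for a gene at 0, which covers counting error only. Reads are not molecules, so the floor understates the uncertainty of a library made from little RNA. The main test was limma on log2(FPKM + 1), with lmFit and eBayes with a trend in the mean, two-sided, fitted to the 6 libraries of the 2 groups compared. It covered the 13898 genes with a mean FPKM of at least 0.5. P-values were adjusted by the Benjamini-Hochberg method over these genes. Single values were compared with exact permutation tests, for which the smallest p is 0.1 with 3 libraries against 3. Correlations of log2(FPKM + 1) were taken across the tested genes.

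Gene lists were written by hand. ER stress, extracellular matrix, and calcium signaling stood for terms of the paper, and a list of muscle calcium genes held members of the calcium list that muscle uses. Cell lists covered skeletal muscle, erythroid, neutrophil, B cell, macrophage, osteoblast, osteoclast, chondrocyte, synovial fibroblast, adipocyte, endothelial, cell cycle, and photoreceptor genes, and a last list held genes of the sex chromosomes as a sex check. Over-representation among DEGs was tested with a one-sided Fisher's exact test against the other tested genes. The 18 lists were also tested in 3 comparisons, 54 tests in all, with camera at an inter-gene correlation of 0.01 and with fry. Random lists of the same size, matched on mean FPKM, were drawn 10000 times, a test chosen after seeing the data. The 3 groups, these lists, the main tests, and the rule for the genes to be named were fixed before the data were examined. The named genes were every gene the paper names and, for model against control and SYD-H against model, the 3 largest rises and 3 largest falls. These were taken among DEGs with an adjusted p-value under 0.05 in limma whose libraries did not overlap between the groups, or among all such DEGs where fewer than 3 had one. Of a list, the 3 members with the highest mean FPKM could be named.

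The alternatives were a pseudocount of 0.1 or 0.01, no filter, a mean FPKM of at least 1, FPKM rescaled to TPM, median-of-ratios scaling, and quantile normalization. Others were all 9 libraries in one fit, robust eBayes, no moderation of the variance, the replicate number as a block, protein-coding genes only, leaving out each library in turn, camera or fry in place of Fisher's exact test, genes with an adjusted p-value under 0.05 in limma in place of DEGs, and the calcium list without its muscle members. Chosen after seeing the data were voom on the recovered reads with the authors' library sizes, rescaling to non-mitochondrial reads, a mean FPKM of at least 10, and the mitochondrial share of the reads as a covariate. Opposite changes in comparisons that share the model libraries were set against 20 simulations of unchanged groups. All 10 splits of the 6 libraries of each comparison were fitted. Of the 18 tests of technical explanations, 11 were chosen after the result was seen.

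The fit was tested on simulated data for 13898 genes, 200 of them changed by 2 on the log2 scale. The changed genes were drawn only from those with higher FPKM in the control libraries, and both groups had the same spread. The shares of changed genes called therefore do not cover genes of low FPKM or groups of unequal spread. With the spread of all 9 libraries, 91% of the changed genes were called as DEGs, 19.5% had an adjusted p-value under 0.05 in limma, and 3.29% of the unchanged genes were called. With the spread of the control libraries, these shares were 98.5%, 85%, and 0.445%. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 were used. GO and KEGG terms were not used here, nor were sequencing reads or a reference genome.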

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

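Every test of a technical explanation in this part was chosen after the result it concerns was seen.

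Mitochondrial genes, which the paper does not discuss, took a mean of 70.5% of the reads in the model libraries and 43.7% in the SYD-H libraries, above the control mean of 4.33%. The model libraries had 90.7%, 39.5%, and 81.3%, and the SYD-H libraries 23.7%, 34.7%, and 72.7%. The model mean was 60.4% without library 1 and 86.0% without library 2. The tables argue against 3 technical explanations. The shares are of recovered reads, which no scaling factor changes, and they differed by 66.2 percentage points between model and control. Sequencing depth was not lower, since the lowest number of reads in a model library was 18357981, above the highest control library. Skeletal muscle, a tissue rich in mitochondria, would have to supply most of the RNA, but its genes took at most 0.822% of the non-mitochondrial reads in any library (SYD-H library 2). Their shares of 0.705% in model library 3, 0.822% in SYD-H library 2, and 0.522% in SYD-H library 3 were nonetheless above the control range of 0.0172% to 0.217%, and the most abundant muscle gene, Tnnc2, had 415, 306, and 241 FPKM in these libraries. RNA quality and handling of the samples were not tested. A change of the tissue with KOA and with treatment also stays open, since the groups and the share coincide.

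From the control FPKM and the authors' library sizes, some genes should have at least 100 reads in a model library, yet 133, 298, and 340 of them were listed at 0 in model libraries 1, 2, and 3 (3.89%, 2.86%, and 5.85%). Over the 3 model libraries these were 729 genes, a signal in data the paper does not analyse. In the SYD-H libraries there were 71, 49, and 107. Genes chosen by their control FPKM can hardly be at 0 in the control libraries, so these are no baseline for that count. With the expectation taken instead from the other libraries of the same group, 0, 1, and 1 genes were at 0 in the control libraries, 144, 415, and 195 in the model libraries, and 56, 14, and 54 in the SYD-H libraries. Few RNA molecules behind the model libraries is a candidate explanation, as each molecule would be read many times and many genes would be missed by chance. It predicts different genes at 0 in each library. Of the 3420 genes expected in all 3 model libraries, 237 were at 0 in at least 1 and 212 in exactly 1. Chance alone would put 0.0440 genes at 0 in all 3, and Nkg7 was at 0 in all 3, so for that gene a lower expression in the model group is the more direct reading. Genes with 1 to 3 reads also made up 1.71% to 2.31% of the detected genes in the model libraries and 1.79% to 2.43% in the SYD-H libraries, against 11.3% to 12.8% in the control libraries. Different cells in each library would also put different genes at 0, and the test cannot say why RNA might be scarce. A biological loss of cells was not tested.

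Genes of endothelial cells, which the paper does not discuss, were raised in SYD-H against control, with a median log2 fold change of 1.37 over 11 tested genes and 0 for all genes. The median was 1.18 without control library 2 and 1.46 without control library 1. The list passed both camera (adjusted p = 1.91e-05) and fry (adjusted p = 0.0198 in limma, over 54 tests), and 6 of the genes were DEGs (Pecam1, Cdh5, Tek, Emcn, Esam, and Egfl7, named after their values were seen). Relative to all genes, the lowest median over the scalings was 1.36. A scaling factor moves the list and all genes alike, so this value cannot test the authors' scaling. The list's own median was 0.05 with TPM, where that of all genes was −1.31, and 1.42 after quantile normalization. The most abundant members were Pecam1 with 28.2, 40.3, and 31.1 FPKM in the SYD-H libraries and 10.7, 7.13, and 7.98 in the control libraries, and Emcn with 21.2, 26.5, and 23.5 against 6.64, 5.15, and 6.09. Of the members, 1 is also on another list and 10 had a mean of at least 1 FPKM in the control libraries. In model against control, the median was 0.26, with −0.68 without model library 2, and the list was not called between SYD-H and model (median 0.86, camera adjusted p = 0.241, fry adjusted p = 0.701, both limma over 54 tests). More vessels in the tissue after surgery and a dissection that took more of the surrounding tissue remain open, and neither was tested.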

How the results depend on the processing

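The tests with voom, the rescaling to non-mitochondrial reads, the mean FPKM of at least 10, and the mitochondrial covariate were chosen after the results were seen. Of the values that answer a comparison, 291 were unchanged under an alternative in direction and call or within 1.5 times, 53 counts moved, 42 values reversed, 12 became stronger, and 34 became weaker. Of the values of single genes, 525 were unchanged, 14 reversed, 15 became stronger, and 42 became weaker. Median-of-ratios scaling, which is nearly the authors' own, gave 2036, 572, and 2258 DEGs and changed no value past these limits. The direction of Xbp1 between SYD-H and model was positive in every fit (0.23 to 2.02). Calls in Fisher's exact test below are at an adjusted p under 0.05. Over the alternatives that left out no library, that p was 0.00122 to 1 for ER stress and 0.00879 to 1 for the extracellular matrix between model and control, and 0.00269 to 0.792 and 1.96e-07 to 0.992 between SYD-H and model. For calcium signaling it was 0.180 to 1 and 0.487 to 1, so its odds ratio crossed 1 without a call. With one library left out, the range of that p widened to 8.19e-05 for the extracellular matrix between model and control (without control 2). For SYD-H against model it widened to 8.04e-09 for the extracellular matrix (without model 2) and to 1 for that list and ER stress (without SYD-H 1), and the p of ER stress fell below its range without model 2. Unless a sentence names a cause, the cause was not tested.

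Rescaling to TPM, which divides by totals that the mitochondrial genes dominate, gave 10445 DEGs and 9673 genes with an adjusted p-value under 0.05 in limma between model and control, 6029 DEGs between SYD-H and control, and 436 genes with opposite signs. In model against control, Xbp1 changed by −3.56 and Atf6 by −3.49 (unadjusted p of 0.00861 and 0.00446), and the changes of Nab1 (−1.43), Mmp13 (−2.05), and Gapdh (−2.87) reversed. Gapdh reversed to 1.45 between SYD-H and model, where Piezo1 was 2.47 (unadjusted p = 0.0835). The odds ratios between model and control reversed to 5.64 for ER stress, 0.290 for the extracellular matrix, and 0.650 for calcium signaling. Those between SYD-H and model were 2.03 for ER stress, no longer called, and 3.5 for the extracellular matrix, now called.

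Quantile normalization left 113 genes with an adjusted p-value under 0.05 in limma between model and control. It moved the odds ratios to 1.01 for ER stress and 1.95 for the extracellular matrix between model and control, and to 3.10 for the extracellular matrix between SYD-H and model, and both extracellular matrix ratios were now called. Rescaling to non-mitochondrial reads, chosen after seeing the data, moved the median of all genes to −0.38 between model and control and 0.36 between SYD-H and model. It gave 1.05 (ER stress), 0.857 (extracellular matrix), and 0.972 (calcium signaling) between model and control. Its values between SYD-H and model were 2.27 (ER stress, no longer called), 1.35 (calcium signaling), and 1.71 for Piezo1 (unadjusted p = 0.0558).

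A pseudocount of 0.01 gave 583 genes with an adjusted p-value under 0.05 in limma between model and control, Piezo1 at 1.88 between SYD-H and model (unadjusted p = 0.0506), and odds ratios of 0.699 (extracellular matrix, model and control), 3.65 (ER stress, no longer called), and 1.24 (calcium signaling, SYD-H and model). With 0.1, these odds ratios were 0.747, 2.78 (no longer called), and 1.15. Without a filter, 1532 and 2 genes had an adjusted p-value under 0.05 in limma between model and control and between SYD-H and model, the 2 being Cd200r1 and an unnamed locus, named after their values were seen. Piezo1 stayed at 1.47 (unadjusted p = 0.0564), and the odds ratios between SYD-H and model were 2.75 (ER stress, no longer called) and 1.34 (calcium signaling). A mean FPKM of at least 1 left 105 such genes between model and control and gave calcium signaling 1.23. A mean FPKM of at least 10, chosen after seeing the data, tests fewer genes (3020). It left 459, 91, and 679 DEGs in the 3 comparisons and 22 with opposite signs. It left 0 genes with an adjusted p-value under 0.05 in limma between model and control (608 at an unadjusted p under 0.05) and 817 between SYD-H and control. The odds ratio of calcium signaling between model and control was 0.556. With protein-coding genes only, 47 genes had an adjusted p-value under 0.05 in limma between model and control, and calcium signaling had 1.27 between SYD-H and model.

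With all 9 libraries in one fit, which shares one spread between the groups, 634 and 253 genes had an adjusted p-value under 0.05 in limma between model and control and between SYD-H and control. There were 1220 DEGs between SYD-H and model and 476 genes with opposite signs. The odds ratios were 0.907 (extracellular matrix) and 0.934 (calcium signaling) between model and control, and 2.37 for ER stress between SYD-H and model, no longer called. Robust eBayes left 41 genes with an adjusted p-value under 0.05 in limma between model and control and gave calcium signaling 1.08 between SYD-H and model. Without moderation, there were 325 DEGs between SYD-H and model, 146 genes with opposite signs, and 4 and 1162 genes with an adjusted p-value under 0.05 in limma between SYD-H and model and between SYD-H and control. The 4 were the same 2 with Reep2 and Tmem64, named after their values were seen. Piezo1 kept −1.67 and 1.47 at unadjusted p of 0.0592 and 0.0831, and the odds ratios were 0.407 (extracellular matrix, model and control), 2.47 (ER stress, SYD-H and model, no longer called), 0.851 (extracellular matrix), and 1.05 (calcium signaling). With voom on the recovered reads, chosen after seeing the data, there were 3275 DEGs between model and control, 1078 between SYD-H and model, and 734 with opposite signs. Piezo1 was −1.08 and 1.07 (unadjusted p of 0.0931 and 0.10). The odds ratios were 0.759 (extracellular matrix) and 0.921 (calcium signaling) between model and control, and 1.78 (ER stress, no longer called) and 1.06 (calcium signaling) between SYD-H and model.

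With the mitochondrial share as a covariate, chosen after seeing the data and largely confounded with the groups, there were 350 DEGs between SYD-H and model, 3508 between SYD-H and control, and 120 genes with opposite signs. Of its 2850 DEGs between model and control, 552 were among the 2046. In model against control, Piezo1 (0.69), Xbp1 (0.12), Atf6 (0.0273), Caprin2 (0.90), Il1b (0.51), and Gapdh (−0.70) reversed. Atf3 (−0.37) and Gapdh (0.0189) reversed between SYD-H and model, where Piezo1 was 0.90 (unadjusted p = 0.175). The odds ratio of the extracellular matrix was 1.92 between model and control, now called, and 0.389 between SYD-H and model, and that of ER stress was 2.29, no longer called.

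The replicate numbers do not pair the samples. The correlations of the deviations of libraries with the same number were −0.196, −0.267, and −0.0805 between model and control, −0.0691, 0.194, and 0.136 between SYD-H and model, and 0.0679, −0.194, and −0.136 between SYD-H and control. With the number as a block, 0 genes had an adjusted p-value under 0.05 in limma between model and control and 0 between SYD-H and control (1851 and 3959 at an unadjusted p under 0.05). The odds ratio of the extracellular matrix between SYD-H and model was 5.74, now called.

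Camera in place of Fisher's exact test gave adjusted p-values (limma) of 0.00467 for a lower ER stress list between model and control and 4.2e-06 for a raised extracellular matrix list between SYD-H and model. Fry gave 0.157 for the ER stress list between SYD-H and model (limma, adjusted over 6 tests), so that call was lost. With genes of adjusted p-value under 0.05 in limma in place of DEGs, the odds ratios between model and control were 0 for the extracellular matrix and 0.948 for calcium signaling. No such test was possible between SYD-H and model, where 0 genes passed and 731 had an unadjusted p under 0.05. Without its muscle members, the calcium signaling list had an odds ratio of 1.11 between SYD-H and model, against 0.986.

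Leaving out one library at a time gave 1309 (without control 2) to 3344 (without model 2) DEGs between model and control. The genes with an adjusted p-value under 0.05 in limma numbered 0 (without control 1, 2, or 3, with 1575 to 1744 at an unadjusted p under 0.05) to 2621 (without model 2). DEGs between SYD-H and model numbered 315 (without SYD-H 1) to 2495 (without model 2), and between SYD-H and control 209 (without control 3) to 3526 (without SYD-H 3) genes with an adjusted p-value under 0.05 in limma. Genes with opposite signs numbered 151 (without SYD-H 1) to 1449 (without model 2). Piezo1 ranged from −2.27 (without model 2) to −1.19 (without model 3) and from 1.00 (without model 3) to 2.08 (without model 2), and in both comparisons its unadjusted p stayed under 0.05 only without model 2. For SYD-H against model, Atf6 ranged from −0.13 (without model 3) to 0.98, Atf3 from −0.47 (without model 1) to 1.18, Nab1 from −0.31 (without SYD-H 3) to 0.27, and Gapdh from −0.44 to 0.0817 (without model 3).

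Between model and control, the odds ratios ranged over these fits from 0.494 to 1.72 (without model 2) for ER stress, from 0.388 (without model 2) to 3.08 (without control 2) for the extracellular matrix, and from 0.984 (without model 2) to 1.32 for calcium signaling. Between SYD-H and model, they ranged from 1.37 (without model 3) to 2.93 for ER stress, from 0.434 (without SYD-H 1) to 5.84 (without SYD-H 3) for the extracellular matrix, and from 0.262 to 1.10 (without SYD-H 3) for calcium signaling. Fewer samples lower the power of these fits. The depth outside the mitochondrial genes limits the values of model library 1 most, where 1744769 reads cover the genes and 3 reads on Nkg7 are worth 0.894 FPKM.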

Differences from the paper's values

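The paper reports 930 DEGs between the SYD-H and model groups, and 577 were called here. Of the alternatives set before the data were examined, 1220 DEGs with all 9 libraries in one fit and 637 with robust eBayes lie within 1.5 times the paper's count. The others do not, with 601 and 465 for the smaller pseudocounts, 422 without a filter, 553 at a mean FPKM of at least 1, 529 with TPM, 572 with median-of-ratios scaling, 540 after quantile normalization, 325 without moderation, 578 for protein-coding genes, 526 with the replicate number as a block, and 315 to 2495 with one library left out. Voom on the recovered reads, chosen after seeing the values, gave 1078. For model against control, the paper's 2944 DEGs and the 2046 called here differ by less than 1.5 times. A pseudocount of 0.1 (2143), median-of-ratios scaling (2036), quantile normalization (2038), all 9 libraries (2411), and robust eBayes (2058) kept within that limit. So did leaving out a model library (1986 to 3344). The limit was passed with a pseudocount of 0.01 (1902), no filter (1948), a mean FPKM of at least 1 (1861), and TPM (10445). It was also passed without moderation (1586), with the replicate block (1668), with protein-coding genes (1910), and without a control library (1309 to 1475).

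The paper states that Piezo1, Xbp1, and Atf6 were raised in KOA and lowered in SYD-H, and Fig. 5B marks these names on genes high in the model group. The log2 fold changes here were −1.67, −0.49, and −1.21 between model and control and 1.47, 0.47, and 0.58 between SYD-H and model. Between model and control, they were positive (0.69, 0.12, and 0.0273) with the mitochondrial share as a covariate, an alternative chosen after seeing the values, and were negative in the other alternatives. Between SYD-H and model, Atf6 was negative (−0.13) without model library 3, and the other alternatives gave a positive change for the 3 genes. Of the second entries with these names, those described as Nab1 (1.37) and Atf3 (1.59) were raised in the model group. Between SYD-H and model they changed by 0.04 and 0.60, with −0.31 for Nab1 without SYD-H library 3, and −0.47 for Atf3 without model library 1 and −0.37 with the covariate.

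The paper states that the 3 genes differed among the groups. Exact permutation tests over the 3 groups gave p = 0.00357 for Piezo1, p = 0.186 for Xbp1, and p = 0.15 for Atf6. The paper also names the extracellular matrix and calcium signaling among its enriched terms. Between SYD-H and model, the hand-written lists had odds ratios of 1.22 and 0.986, each with an adjusted p of 0.691 in Fisher's exact test. The extracellular matrix list was called with TPM (3.5), quantile normalization (3.10), the replicate number as a block (5.74), camera (adjusted p = 4.2e-06 in limma), and without model library 2 (3.64) or SYD-H library 3 (5.84). Over the alternatives that kept the 6 libraries, the adjusted p of Fisher's exact test was 1.96e-07 to 0.992. Between model and control it was called with quantile normalization (1.95), without control library 2 (3.08), and with the covariate (1.92). No alternative called the calcium signaling list (adjusted p of 0.180 to 1 and 0.487 to 1 in Fisher's exact test where no library was left out).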

Other observations

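Among the tests of technical explanations in this part, those of marrow cells, of retina, and of the other splits were set beforehand. So were those of skeletal muscle among the DEGs and the calcium list. The other tests of technical explanations were chosen after the result was seen.

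The other 9 splits of the 6 libraries gave at most 760 DEGs between model and control and at most 411 between SYD-H and control, so 1 of 10 splits, the real one, was as large in each. In SYD-H against model, 2 of 10 splits gave at least 577 DEGs. With 10 splits, a share under 0.1 is out of reach, so the real grouping and other groupings cannot be told apart by this test. The other split, of model libraries 1 and 3 and SYD-H library 3 against the rest, separates the 3 highest mitochondrial shares and gave 1761 DEGs. With the share as a covariate, 350 DEGs were called between SYD-H and model. A difference in mitochondrial share and the treatment cannot be told apart for these DEGs, because model libraries 1 and 3 stand on the same side in both splits.

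Few RNA molecules behind model libraries 1 and 3 may also contribute to the DEGs between SYD-H and model. Of the 2254 tested genes at 0 in both libraries, 326 (14.5%) were DEGs, against 2.16% of the other tested genes, an odds ratio of 18.8 among genes of similar mean FPKM. The 326 are 64.8% of the 503 raised DEGs. The test is partly built in, since a gene at 0 in both libraries can hardly be called as lowered, so missed genes and a treatment effect cannot be told apart for them. Short genes with few reads are not the main part, as genes under 200 bp were 2.98% of the raised DEGs and 15 of the 268 tested were raised (5.6% against 3.58% of longer genes, Fisher's exact test, one-sided, p = 0.0632).

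Lower Piezo1 in the model group was weighed against technical explanations. The authors' scaling alone is argued against, since the log2 fold change closest to 0 over the scalings was −1.45 and the farthest was −4.15. Few RNA molecules may still contribute. Piezo1 was lowest in model libraries 1 and 3, with 69 and 58 reads, and of 1951 genes at its control level (median change −0.34), 10.3% fell as much. A loss by missed molecules and lower expression in the model group cannot be told apart with 2 of 3 libraries at so few reads.

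Marrow cells in some libraries is a candidate explanation for part of the DEGs between model and control. As set beforehand, the erythroid, neutrophil, and B cell lists would all move the same way. They did, with medians of −2.21, −3.14, and −2.42 (−2.38 for B cell genes with 2 members at their bound). Against it, the erythroid median was −0.12 without model library 2, and its fry adjusted p was 0.595 (limma, over 54 tests). Hba-a1 had 31685, 243, and 34883 FPKM in the model libraries, against 5096, 12594, and 6065 in the control libraries. Alas2 had 918, 6.18, and 1121 against 183, 498, and 242. Erythroid genes took 23.3%, 0.205%, and 22.9% of the non-mitochondrial reads in the model libraries and 4.12% to 11.0% in the control libraries. S100a8 was at 4068, 46.7, and 1007 FPKM in the model libraries. Blood and marrow cells may differ in amount between libraries of one group, so marrow content and a change with KOA cannot be told apart.

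Skeletal muscle as a source of the DEGs between model and control is argued against, as 2 of its 19 tested genes were DEGs (Tpm2 and Atp2a1, named after their values were seen). Its median was 0.62 but −0.63 without model library 3, and it passed camera (adjusted p = 0.00850) but not fry (adjusted p = 0.788, both limma over 54 tests). Acta1 had 157, 31.0, and 3.81 FPKM in the control libraries, 74.2, 10.4, and 225 in the model libraries, and 4.87, 382, and 104 in the SYD-H libraries. For the calcium signaling list, the odds ratio between model and control was 1.07 with and 1.07 without its muscle members. The list was not over-represented to begin with, so whether muscle adds to it cannot be told apart from no effect. Retina RNA is argued against by the photoreceptor genes, of which the highest value in any library was 3.91 FPKM (Rom1 in model library 2), with a median of 0 over 18 genes.

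The raised ER stress list between SYD-H and model is not explained by the expression level of its members alone, since 8 of 10000 random lists matched on mean FPKM (0.08%) held as many DEGs, with a median of 2. Its median change was 0.65 (0.63 with 1 member at its bound), against 0.22 for all genes. It passed camera (adjusted p = 1.58e-05) and not fry (adjusted p = 0.302, both limma over 54 tests), and 51 of the 54 members rose. Under the scalings, its median relative to all genes was 0.43 to 0.63. The paper does not report a rise of these genes. Few RNA molecules in the model libraries remain open for these genes as well (the odds ratio of 18.8 above).

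Over the 54 tests of the 18 lists, camera gave 26 adjusted p-values under 0.05 in limma and fry 5, which were B cell between model and control and B cell, neutrophil, cell cycle, and endothelial between SYD-H and control. Between model and control, the median log2 fold changes were −0.76 for ER stress (−0.70 with 1 member at its bound), −0.12 for the extracellular matrix, 0.04 for calcium signaling, 0.59 for muscle calcium, −0.43 for macrophage, −0.40 for osteoblast, −0.48 for osteoclast, and −2.34 for chondrocyte genes (−2.33 with 2 members at their bound). They were 0.33 for synovial fibroblast, 0.48 for adipocyte, −1.96 for cell cycle, −1.26 for the 1 tested photoreceptor gene (Rom1), and −0.42 for the sex check, against −0.23 for all genes. One library moved many of these. The chondrocyte median was −3.36 without control library 2 and −1.55 without control library 1. The extracellular matrix median was −0.76 without control library 2 and 0.25 without control library 1, the calcium signaling median was −0.22 without model library 2, and the muscle calcium median was 0.01 without model library 3. The macrophage median was 0.07 and the synovial fibroblast median −0.07 without model library 2, the neutrophil median was −2.16 without it, and the osteoblast, osteoclast, and sex check medians were −0.02, −0.15, and −0.06 without model library 3.

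In SYD-H against model, the medians were 1.10 for the extracellular matrix, 0.45 for calcium signaling, 0.27 for muscle calcium, 0.72 for skeletal muscle, −0.98 for erythroid, 0.01 for neutrophil, −0.36 for B cell, 0.43 for macrophage, 1.00 for osteoblast, 1.48 for osteoclast, and 1.21 for chondrocyte genes (1.18 with 2 members at their bound). They were 0.83 for synovial fibroblast, 0.04 for adipocyte, 0.86 for endothelial, −0.54 for cell cycle, 0.88 for photoreceptor (1 gene, Rom1), and 0.21 for sex check genes, and no list passed fry in this comparison. One library moved or reversed many of these medians. With one library left out, they ranged from −0.06 to 0.89 for muscle calcium, −0.08 to 1.90 for skeletal muscle, −2.88 to −0.06 for erythroid, −1.08 to 0.91 for neutrophil, −0.72 to 0.15 for B cell, −0.71 to 0.51 for adipocyte, −0.02 to 1.66 for endothelial, and −0.02 to 0.46 for sex check genes. Model library 1 or 2 set both ends for the erythroid, neutrophil, B cell, and endothelial lists. The ranges of the other lists kept their sign, such as 0.64 to 1.54 for the extracellular matrix, 0.59 to 1.88 for chondrocyte, and −0.82 to −0.14 for cell cycle genes. Members on another list numbered 17 for muscle calcium, 3 for skeletal muscle, 6 for osteoblast, 2 for osteoclast, 15 for chondrocyte, and 5 for synovial fibroblast, and 0 for the erythroid, macrophage, adipocyte, photoreceptor, and sex check lists. A mean of at least 1 FPKM in the control libraries was reached by 7 muscle calcium, 15 skeletal muscle, 14 erythroid, 13 macrophage, 14 osteoblast, 10 osteoclast, 20 chondrocyte, 13 synovial fibroblast, 7 adipocyte, 1 photoreceptor, and 3 sex check members.

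Between SYD-H and control, the medians were −2.76 for neutrophil, −3.0 for B cell, and −2.46 for cell cycle genes, with fry adjusted p-values of 0.0198, 0.00672, and 0.0198 (limma). They ranged from −3.28 to −2.51, −3.17 to −2.68, and −2.70 to −2.22 with one library left out, and from −3.83 to −2.76, −3.55 to −2.98, and −2.80 to −2.45 relative to all genes over the scalings. The most abundant neutrophil gene, S100a8, did not fall in every library, with 1239, 2312, and 1564 FPKM in the control libraries and 271, 418, and 1761 in the SYD-H libraries, while Np4, a less abundant member, went from 1149, 1258, and 717 to 26.7, 28.4, and 82.3. The most abundant B cell and cell cycle genes fell, Cd79a at 155, 197, and 172 against 1.06, 10.7, and 21.1, and Pcna at 63.4, 112, and 76.7 against 13.4, 21.7, and 35.3. Members with a mean of at least 1 FPKM in the control libraries numbered 17, 18, and 20, and 0 members of these lists were on another list. The erythroid (−3.05) and chondrocyte (−1.41) medians did not pass fry. No explanation of these falls was tested for this comparison.

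Of the other genes the paper names, Acan had 305, 10.4, and 143 FPKM in the control libraries, 34.8, 10.7, and 0.629 in the model libraries, and 77.8, 43.2, and 3.12 in the SYD-H libraries. Col2a1 had 8323, 348, and 4468 FPKM, 606, 39.0, and 56.1 FPKM, and 609, 430, and 42.4 FPKM in the same order. Their log2 fold changes between model and control were −3.17 and −4.40 (adjusted p of 0.339 and 0.193 in limma, exact permutation p of 0.3 and 0.2), and the control libraries alone differed widely. Col1a1, a member of the osteoblast list, had 4426, 1962, and 3225 FPKM in the control libraries. It had 1211, 4944, and 691 FPKM in the model libraries and 6597, 5957, and 3991 in the SYD-H libraries. Only in control libraries 1 and 3 was Col1a1 below Col2a1. The share of bone in the samples was not tested. Mmp13 changed by 1.13 between model and control and 2.21 between SYD-H and control (adjusted p of 0.368 and 0.0348 in limma). Between SYD-H and model, Acan, Col2a1, and Mmp13 changed by 1.46, 1.01, and 1.08 (adjusted p of 0.759, 0.816, and 0.723 in limma). With one library left out, these changes ranged from 0.25 to 2.74, from 0.28 to 2.24, and from 0.59 to 1.67. Il1b was listed at 0 in model libraries 1 and 3 and had 0.790 FPKM in model library 2, 0.624 to 1.09 FPKM in the control libraries, and 0.961 to 2.51 FPKM in the SYD-H libraries. Tnf, below the filter, was listed at 0 in the 3 model libraries and in SYD-H libraries 2 and 3, and had 0.0592 to 0.210 FPKM in the control libraries and 0.737 FPKM in SYD-H library 1. Gapdh, which the paper used as a loading control, changed by 0.29 and −0.17 (exact permutation p of 0.7 for each).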
